# Switch Tandem Repeats Influence the Choice of the Alternative End-Joining Pathway in Immunoglobulin Class Switch Recombination

**DOI:** 10.3389/fimmu.2022.870933

**Published:** 2022-05-16

**Authors:** Chloé Oudinet, Xuefei Zhang, Nadine Puget, Nia Kyritsis, Claire Leduc, Fatima-Zohra Braikia, Audrey Dauba, Frederick W. Alt, Ahmed Amine Khamlichi

**Keywords:** B lymphocyte, class switch recombination, switch sequence, alternative end-joining, enhancer

## Abstract

Immunoglobulin class switch recombination (CSR) plays an important role in humoral imm\une responses by changing the effector functions of antibodies. CSR occurs between highly repetitive switch (S) sequences located upstream of immunoglobulin constant gene exons. Switch sequences differ in size, the nature of their repeats, and the density of the motifs targeted by the activation-induced cytidine deaminase (AID), the enzyme that initiates CSR. CSR involves double-strand breaks (DSBs) at the universal Sµ donor region and one of the acceptor S regions. The DSBs ends are fused by the classical non-homologous end-joining (C-NHEJ) and the alternative-NHEJ (A-NHEJ) pathways. Of the two pathways, the A-NHEJ displays a bias towards longer junctional micro-homologies (MHs). The Sµ region displays features that distinguish it from other S regions, but the molecular basis of Sµ specificity is ill-understood. We used a mouse line in which the downstream Sγ3 region was put under the control of the Eµ enhancer, which regulates Sµ, and analyzed its recombination activity by CSR-HTGTS. Here, we show that provision of Eµ enhancer to Sγ3 is sufficient to confer the recombinational features of Sµ to Sγ3, including efficient AID recruitment, enhanced internal deletions and robust donor function in CSR. Moreover, junctions involving Sγ3 display a bias for longer MH irrespective of sequence homology with switch acceptor sites. The data suggest that the propensity for increased MH usage is an intrinsic property of Sγ3 sequence, and that the tandem repeats of the donor site influence the choice of the A-NHEJ.

## Introduction

Developing B lymphocytes remodel the variable regions of their immunoglobulin (Ig) loci through V(D)J recombination, generating a vast array of antigenic specificities (1–3). Upon antigen encounter, mature B lymphocytes undergo class switch recombination (CSR) which targets the constant (*C_H_*) genes of the *Ig* heavy chain (*IgH*) locus, ultimately leading to a change of the constant domain of Ig molecules. CSR thus enables activated B cells to switch from the expression of the initial IgM to the expression of downstream isotypes (IgG, IgE or IgA) with novel effector functions (4–7). CSR occurs between highly repetitive, GC-rich, switch (S) sequences, located upstream of the *C_H_* gene exons, except *Cδ*. CSR to a particular S region is induced by specific external stimuli including antigens, mitogens, cytokines, and inter-cellular interactions, and requires transcription across S regions, directed by the so-called I promoters (4–7).

Switch transcription is regulated by various long-range *cis*-acting elements, including enhancers and insulators (8, 9). The major control element is a super-enhancer called 3’ Regulatory Region (3’RR), composed of four enhancers that act in synergy to activate upstream I promoters (8, 9). Regulation of I promoters involves dynamic conformational changes that are controlled in a developmental stage-, and stimulus-dependent manner (9). In resting B cells, the 3’RR engages in stable interactions with Eµ enhancer, located upstream of *C_H_* genes (10), forming a CSR centre (CSRC) (11). Upon activation, the primed I promoter is brought to the CSRC where synapsis between Sµ and the partner switch sequence is promoted by Cohesin-mediated loop extrusion that is dynamically impeded by Eµ enhancer and the 3’RR ( (11). Reviewed in Ref (9)).

Switch transcription generates long non-coding RNAs that promote accessibility of S sequences, through secondary structures such as R loops and G quadruplexes (12–15), to the enzyme Activation-Induced cytidine Deaminase (AID), which is absolutely required for CSR (16, 17). AID initiates the process by deaminating cytosines to uracils (5, 18). Processing of uracils by base excision and mismatch repair pathways leads to double-strand break (DSB) intermediates, at the Sµ donor region and one of the acceptor S regions (Sγ, Sε, Sα). The DSBs are monitored by components of the DNA damage response pathway (such as ATM, 53BP1 and H2AX) and repaired by the classical and alternative non-homologous end joining pathways (hereafter C-NHEJ and A-NHEJ, respectively) (19–25), ultimately fusing Sµ and the acceptor S region, with a strong bias towards deletional joining (26). C-NHEJ and A-NHEJ use different components and have different signatures at switch junctions. The C-NHEJ pathway (whose core components include Ku70, Ku80, XRCC4, and ligase 4) favors blunt ends or ends with limited MH (≤3 bp), and is the major repair pathway in CSR (27, 28). The A-NHEJ pathway uses components such as CtIP, MRN, and PARP-1, favors ends with larger MHs (≥4 bp) and involves extensive end resection (27–30).

The S regions differ in size, ranging from _~_2 kb (Sε) to _~_12 kb (Sγ1), and there is evidence that the number of tandem repeats determines, at least in part, the efficiency of CSR (31, 32). They also differ in the nature of their tandem repeats (4, 33). Sµ, Sε and Sα core repeats are short (5 bp), consisting of units such as GAGCT and GGGG/CT, whereas the Sγ (Sγ3, Sγ1, Sγ2b and Sγ2a in the mouse) core repeats, which also contain GAGCT and GGGG/CT units, are longer (48-49 bp) and more complex (4–6, 34). Sµ has a higher sequence homology with Sα and Sε than with Sγ. Likewise, Sγ3 sequence for instance displays higher sequence homology with the other Sγ than with Sµ, Sε and Sα (4, 28, 34). In this regard, it was suggested that A-NHEJ could play an important role in CSR involving S partners with substantial sequence homology (22, 25, 35). However, the extent to which S core repeats’ peculiarities influence their CSR efficiency and the choice of the NHEJ pathway is still unclear.

Various studies revealed that Sµ region displays specific features that distinguish it from downstream S regions. For instance, Sµ is transcribed along B cell development, whereas other S regions are mainly transcribed in activated mature B cells (9). Additionally, Sµ is the most repetitive and displays the highest density of AID target motifs (4), in particular of the evolutionary conserved AGCT motif (36) (see **Supplementary Table 1**). Following activation for CSR, internal switch deletions (ISDs) are detected at Sµ region at a higher frequency than at downstream S regions [*e.g *(35, 37–41)] Moreover, mice deficient for components of the DNA damage response or C-NHEJ feature defects in CSR but not in Sµ ISDs (35, 39–42), suggesting that DNA repair mechanisms involved in ISDs differ, at least in part, from those involved in genuine CSR [discussed in (27)]. Several non-mutually exclusive hypotheses could be put forward to account for Sµ specificity including Eµ enhancer proximity, continuous transcription, chromatin structure, preferential recruitment of AID, and differential recruitment of repair pathways. Thus, the molecular basis of Sµ specificity remains elusive.

We reasoned that by putting a downstream S sequence under the control of the known elements that regulate Sµ, we could investigate if that S region can acquire Sµ properties. To this end, we used a mouse line in which Iγ3 promoter was replaced by a pre-rearranged VDJ-Eµ cassette (43), leaving intact the endogenous Sµ and Sγ3 regions. In this setting, the two S regions have roughly the same size, are almost equally distant from Eµ enhancer, but differ in the nature of their core repeats and the density of AID target motifs. Here, we focused on the recombinational activity of the two S regions. We show that Sγ3 acquired most of Sµ properties but displayed a distinctive propensity for longer MH in both ISDs and CSR.

## Materials and Methods

### Mice and Ethical Guidelines

The WT and mutant mice are of 129Sv background. All analyses were performed on homozygous A150^Δ/Δ^ or A150^Δ/Δ^ AID^-/-^ mice. 6-8 weeks-old mice were used. All experiments on mice have been carried out according to the CNRS ethical guidelines and were approved by the Regional Ethical Committee (Accreditation N° E31555005).

### Generation of A150 Mice

Mice were generated as previously described (43).

### Antibodies and Cytokines

FITC-conjugated anti-IgG3 and anti-IgA antibodies were purchased from BD-Pharmingen. APC-conjugated anti-B220, PE-conjugated anti-IgM, FITC-conjugated anti-IgG1, IL4, TGF-β, BLyS, and IL5 were from BioLegend. LPS was purchased from Sigma, anti-IgD-dextran from Fina Biosolutions, and anti-CD40 from eBiosciences. Anti-IgG antibody was purchased from Diagenode and anti-AID antibody from Abcam.

### Splenic B-Cell Activation

Single cell suspensions from spleens were obtained by standard techniques and splenic B cells were negatively sorted using CD43-magnetic microbeads and LS columns (Miltenyi). To induce switch transcription and CSR, negatively sorted CD43^-^ splenic B cells were cultured for 2 days and 4.5 days, respectively, at a density of 5 × 10^5^ cells per ml in the presence of LPS (25 µg/ml) + anti-IgD-dextran (3 ng/ml) (hereafter LPS stimulation), LPS (25 µg/ml) + anti-IgD-dextran (3 ng/ml) + IL4 (25 ng/ml) (LPS+IL4 stimulation), anti-CD40 (1 µg/ml) + IL4 (25 ng/ml) (anti-CD40+IL4 stimulation), or anti-CD40 (1 µg/ml) + IL4 (10 ng/ml) + IL5 (5 ng/ml) + BLyS (5 ng/ml) + TGF-β (2 ng/ml) (anti-CD40+TGF-β stimulation).

### Fluorescence-Activated Cell Sorting (FACS) Analyses

Single-cell suspensions from spleens from 6- to 8-weeks old mice were prepared by standard techniques. Cells (1 × 10^6^ cells/assay) were stained and gated as indicated in figure legends. Data on 1 × 10^4^ viable cells were obtained using a BD LSR Fortessa X-20 flow cytometer.

### Primers

All the primers used in this study are listed in the **Supplementary Table 2**.

### Reverse Transcription-qPCR (RT-qPCR)

Total RNAs were prepared from WT and A150 splenic B cells at d2 post-stimulation, reverse transcribed (Invitrogen) and subjected to qPCR using Sso Fast Eva Green (BioRad). *Actin* transcripts were used for normalization and the results are shown as percentage of actin. The primers used have been described (44).

### Chromatin Immunoprecipitation (ChIP)

Chromatin was prepared from 5 × 10^6^ d2-activated splenic B cells. Chromatin was cross-linked for 10 min at RT with 1% formaldehyde, followed by quenching with 0.125 M glycine. Cross-linked chromatin was then lysed (0.5% SDS, 50 mM Tris, 10 mM EDTA, 1× PIC) and sonicated for 20 cycles 30 s ON–30 s OFF (Diagenode Bioruptor). Sonicated chromatin was diluted 10 times (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris–HCl, 167 mM NaCl) and precleared with 100 μl of Dynabeads protein-A magnetic beads (Invitrogen) and 5 μl of anti-IgG (Diagenode) for 2 h at 4°C. 5-10% of the precleared chromatin was used as the input sample. Immunoprecipitations were performed overnight at 4°C with 1 × 10^6^ cells and 0.5 μg of anti-AID (Abcam, ab59361) or control anti-IgG (Diagenode, C15410206) per immunoprecipitation. Immunoprecipitated material was recovered with protein A magnetic beads (2 h at 4°C) and washed. Crosslinking was reversed overnight at 45°C. Eluted DNA was extracted by standard techniques and subjected to qPCR. Results are presented as fold enrichment, taking into account both the input and the negative (IgG) sample.

### CSR-HTGTS-Seq

Genomic DNAs were purified from day4-anti-CD40+IL4-activated WT and A150 splenic B cells and were processed exactly as previously described (45). Specific baits were designed upstream of Sμ and Sγ3 regions in A150 mice that distinguish CSR events involving each S region.

### Statistics

Results are expressed as mean ± SD, and overall differences between values were evaluated by an unpaired two-tailed *t* test. ns, not significant, * *p* < 0.05, ** *p* < 0.005, *** *p* < 0.0005, **** *p* < 0.0001.

## Results

We have previously shown that replacement of Iγ3 switch promoter by a PV_H_-VDJ-Eµ cassette (hereafter A150 mutation or mouse line) (**Supplementary Figure 1A**) leads to an accumulation of partially rearranged DJ_H_ alleles and a drastic reduction of V_H_-DJ_H_ recombination (43). Consequently, IgM expression is severely impaired in A150 homozygous mice and B cell development is driven by IgG3 (43) (and **Supplementary Figure 1B**). In this study, we used this mouse line to investigate if Sγ3 region, in its new setting, has acquired the recombinational properties of Sµ.

### Switch Transcription and CSR in A150 B Cells

In normal B cells, Sµ transcription driven by Eµ/Iµ enhancer/promoter is constitutive (46, 47), whereas transcription of downstream S regions driven by their I promoters is inducible (5, 6, 9). In A150 B cells, Sγ3 transcription is driven by the ectopic Eµ/Iµ enhancer/promoter (**Supplementary Figure 2A**). This raises two questions: 1) is Sγ3 constitutively transcribed? and 2) does this setting impact the constitutive transcription of Sµ? We found comparable levels of Sµ transcripts in WT and A150 resting B cells (**Supplementary Figures 2A, B**), and between Sµ and Sγ3 transcripts in A150 resting B cells (**Supplementary Figures 2A, C**). These data suggest that in resting mutant B cells, Sγ3 transcription has become constitutive and does not alter Sµ transcript levels.

It is well established that switch transcription is absolutely required for CSR. To investigate how the mutation affects switch transcription and CSR in activated A150 B cells, sorted CD43^-^ splenic B cells were cultured in the presence of anti-CD40+IL4 (which induces Sγ1 and Sε transcription and CSR to IgG1 and IgE) or with anti-CD40+TGF-β (which induces Sα transcription and CSR to IgA). At day 2 post-stimulation, switch transcript levels were quantified by RT-qPCR. We found a moderate increase of Sµ transcript levels in both anti-CD40+IL4- and anti-CD40+TGF-β-activated A150 B cells compared to WT controls (**Supplementary Figures 3A, B**), and Sµ transcript levels appeared to be slightly higher than Sγ3 in activated A150 B cells under both stimulation conditions (**Supplementary Figure 3A, C**). With respect to downstream isotypes, Sγ1, transcript levels were slightly reduced in activated A150 B cells, whereas Sε and Sα transcript levels were unaffected (**Supplementary Figure 3D**).

To investigate the impact of the replacement mutation on CSR, surface Ig (sIg) expression was monitored by FACS at day 4.5 post-stimulation. Both sIgG1 and sIgA were reduced following appropriate stimulation of A150 B cells (**Supplementary Figure 4**). sIgE expression was not assayed upon anti-CD40+IL4 stimulation as non-specific staining is caused by soluble IgE binding to FcεRII expressed by activated B cells. Thus, the replacement mutation leads to reduced surface expression of IgG1 and IgA (see *Discussion*).

### Efficient Recruitment of AID by Sγ3 Region in Activated A150 B Cells

Switch transcription is mechanistically important for AID targeting to S regions (7, 48). Analysis of switch transcription revealed that Sγ3 in activated A150 B cells was robustly transcribed, though slightly less than Sµ (**Supplementary Figure 3C**). We thus asked if Sγ3 region could act as a switch donor site. As a first approach, we performed a ChIP-qPCR assay to detect potential enrichment of AID at Sγ3 region in two stimulation conditions: LPS and LPS+IL4.

We first quantified Sµ and Sγ3 transcript levels, and found that A150 Sµ transcript levels were higher than their WT counterparts upon LPS stimulation (**Figures 1A, B**), while they were comparable following LPS+IL4 stimulation (**Figure 1D**). In both stimulation conditions, A150 Sµ transcript levels were relatively higher than A150 Sγ3 levels (**Figures 1C, E**). On the other hand, Sγ3 transcripts levels were comparable between WT and A150 B cells upon LPS stimulation (**Supplementary Figures 5A, B**).

**Figure 1:**
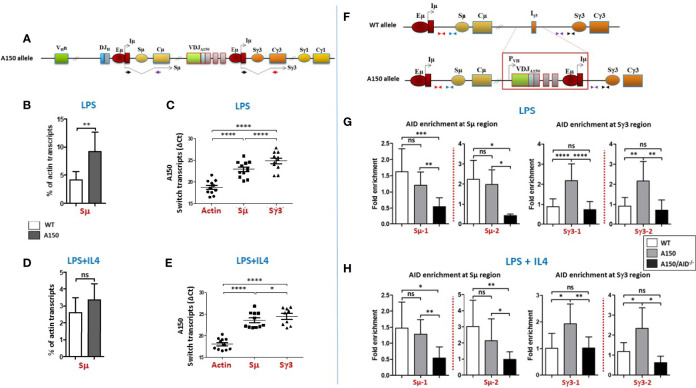
Switch transcription and AID recruitment at Sµ and Sγ3 regions. **(A)** The top scheme indicates the structure of the A150 allele and Sµ and Sγ3 transcripts each derived from its proximal Eµ/Iµ enhancer/promoter. The relative position of the primers used to detect spliced switch transcripts is indicated. **(B)** Quantification of Sµ transcript levels in LPS-activated WT and A150 B cells. Total RNAs were prepared from purified CD43^-^ WT and A150 B cells at day 2 post-stimulation, reverse transcribed, and Sµ transcript levels quantified by RT-qPCR (n = 4). **(C)** Comparison of Sµ and Sγ3 transcript levels in LPS-activated A150 B cells. Quantification of switch transcript levels was as in **(B)**. Because the Cµ and Cγ3 reverse primers are different, the ΔCt data are shown (n = 4). **(D)** Quantification of Sµ transcript levels in LPS+IL4-activated WT and A150 B cells. Quantification of Sµ transcript levels was as in **(B)** (n = 4). **(E)** Comparison of Sµ and Sγ3 transcript levels in LPS+IL4-activated A150 B cells. Quantification of switch transcript levels was as in **(C)** (n = 4). **(F)** The top scheme indicates the relative position of the primers used for qPCR. **(G, H)** A150 Sγ3 region efficiently recruits AID. AID recruitment was assayed at two similarly distant sites upstream of Sµ and Sγ3 regions by analytical ChIP-qPCR. The assays were performed on chromatin from activated B cells of the indicated genotypes at day 2 post-stimulation with LPS **(G)** or LPS+IL4 **(H)** A150: homozygous for A150 mutation, A150/AID^-/-^: double-homozygous mutant (for both A150 and AID) (n = 4). ns, not significant, *p < 0.05, **p < 0.005, ***p < 0.0005, ****p < 0.0001.

We assayed for AID recruitment at two similarly distant sites upstream of Sµ and Sγ3 regions (**Figure 1F**). As a negative control, we used chromatin derived from activated AID-deficient A150 B cells.

The data show that AID was enriched at Sµ region of both WT and A150 B cells, regardless of the stimulation condition (**Figures 1G, H**). In contrast, while AID recruitment was at the background level at Sγ3 region in WT B cells, it was readily detected at Sγ3 in A150 B cells in both stimulation conditions (**Figures 1G, H**). Altogether, the data suggest that Sγ3 region efficiently recruits AID in activated A150 B cells.

### Sγ3 Can Act as a Powerful Switch Donor Site in Activated A150 B Cells

In order to directly explore if Sγ3 can act as a switch donor site, we performed CSR-high throughput genome-wide translocation sequencing (CSR-HTGTS) (45) which provides a comprehensive view of the recombination events at the genomic level. 

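CSR-HTGTS amplifies genomic DNA from a primer next to the bait region, and each sequenced junction joins a broken end in that region to the prey sequence with which it was repaired. For anti-CD40+IL4, 7 A150 libraries were analysed, 4 prepared with the Sµ bait and 3 with the Sγ3 bait. Anti-CD40 was used at 1 µg/ml and IL4 at 25 ng/ml. The sample labels give 96 h of stimulation, whereas the figure legends and the culture methods give 4.5 days and the CSR-HTGTS methods give day 4. The labels also carry a target locus tag that reads WT for Sµ-bait libraries and A150 for Sγ3-bait libraries of either genotype, and the libraries were grouped by the genotype and bait in their names. The authors deposited a table per library in which each junction has the positions of its bait and prey alignments on the genome and on the read. Junctions that the authors' pipeline marked for low mapping quality or as duplicates are kept in these tables and were counted. In the interval shown in Figure 2, from 114450000 to 114700000 on chromosome 12, the Sµ-bait libraries held from 19103 to 36041 junctions, with a median of 22690.5. The Sγ3-bait libraries held from 69222 to 96481 junctions there, with a median of 84451. These IgH junctions were 91.9% ± 1.72 (SD, n = 4) of all junctions with the Sµ bait and 94.9% ± 0.780 (SD, n = 3) with the Sγ3 bait. Among junctions in Sγ1, 90.4% ± 1.248 (SD, n = 4) were marked for low mapping quality with the Sµ bait and 88.1% ± 1.64 (SD, n = 3) with the Sγ3 bait.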

The assay was performed on A150 B cells activated with anti-CD40+IL4 by using primers specific of Sµ and Sγ3 regions as baits (**Figure 2A**). 

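The genome build is named neither in the tables nor in the paper's text, so S regions were delimited by the junctions themselves. Their bounds were set at the points of lowest junction density between neighbouring peaks on chromosome 12, with all libraries pooled regardless of genotype, bait and stimulation. Sµ extended from 114642000 to 114681999, Sγ3 from 114588000 to 114620999 and Sγ1 from 114558000 to 114587999. Sε extended from 114504000 to 114521999 and Sα from 114472000 to 114503999. The share of an S region is the percentage of a library's IgH junctions that fell in it, separately for deletions and inversions. Differences between the baits are given as Sγ3 bait minus Sµ bait, in percentage points. They were tested with a 2-sided exact permutation test over the 35 splits of the 7 libraries, in which the smallest possible p is 0.0286. As an alternative, libraries with the same number were paired between the baits, and the 3 paired differences were tested with an exact sign-flip test, which cannot give a p under 0.25. The labels do not say whether libraries with the same number came from the same mouse. Deviations of same-numbered libraries from their group means had a correlation of −0.276 over 13 results.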

Analysis of tens of thousands of junction sequences revealed several interesting features.

**Figure 2:**
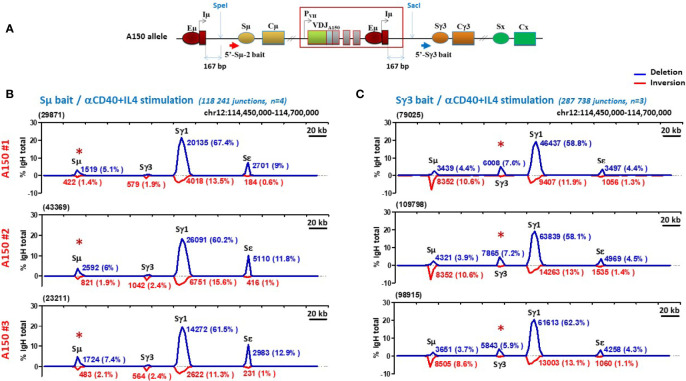
Sγ3 under the control of Eµ enhancer acts as a powerful switch donor site. **(A)** The scheme shows the A150 allele with the relative position with respect to Iµ exon of the Sµ and Sγ3 baits used in CSR-HTGTS assays. **(B, C)** CSR-HTGTS assays were performed on CD43^-^ sorted A150 splenic B cells induced to switch with anti-CD40+IL4 (aCD40+IL4). At day 4.5 post-stimulation, genomic DNAs were purified and subjected to CSR-HTGTS. CSR-HTGS analyses measure joining of the 5′ end of DSBs in the 5′ regions of either Sμ (Sµ bait) **(B)**, or Sγ3 (Sγ3 bait) **(C)** to the other S regions, involving either deletions (blue curves) or inversions (red curves). For each isotype, the number of junction sequences and the corresponding percentages are indicated on the top of the curves. The total number of switch junctions and of independent mice are indicated between brackets, together with the stimulation condition. The red asterisk on the top of Sµ and Sγ3 indicates the location of the bait upstream of Sµ and Sγ3 respectively.

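Deletions within Sµ, scored as ISD joins of the Sµ bait, made up 7.19% ± 0.919 (SD, n = 4) of the IgH junctions with this bait. They numbered 7184 among 100525 junctions, and the share of a single library ranged from 6.13% to 8.37%.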

With regard to the deletional events, by using Sµ primer as a bait, _~_6% of joins corresponded to ISD joins within A150 Sµ region. As expected, the majority (_~_63%) corresponded to CSR Sµ/Sγ1 joins, and only _~_11% to Sµ/Sε joins (**Figure 2B**, blue curves). 

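Deletional Sµ/Sγ1 joins made up 61.4% ± 3.46 (SD, n = 4) of the IgH junctions with the Sµ bait, and deletional Sµ/Sε joins made up 13.4% ± 1.70 (SD, n = 4). The Sµ/Sε share was 10.9% in library 1 and at least 14.2% in the others. Without the junctions marked for low mapping quality, a choice made after the data were seen, the Sµ/Sγ1 share was 14.9%.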

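With the Sγ3 bait, ISD joins within Sγ3 made up 7.92% ± 0.906 (SD, n = 3) of 250154 IgH junctions. Deletional Sγ3/Sγ1 joins made up 58.7% ± 2.40 (SD, n = 3), a difference of −2.71 points from the Sµ bait that did not pass the test (exact permutation test, p = 0.286). With same-numbered libraries paired, the difference was −3.34 points (exact sign-flip test, p = 0.25). Deletional Sγ3/Sε joins made up 5.08% ± 0.0602 (SD, n = 3), a difference of −8.36 points. All 3 Sγ3-bait libraries had a lower Sε share than every Sµ-bait library (exact permutation test, p = 0.0286). The paired difference was −8.02 points (exact sign-flip test, p = 0.25). Of the alternatives, leaving out the junctions marked for low mapping quality moved the Sε difference most, to −25.9 points.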

A similar profile was seen when a Sγ3 primer was used as a bait: _~_7% of joins corresponded to Sγ3 ISD joins, the majority (_~_60%) corresponded to CSR Sγ3/Sγ1 joins, and only _~_4.5% to Sγ3/Sε joins (**Figure 2C**, blue curves).

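Inversions within Sµ made up 2.10% ± 0.287 (SD, n = 4) of the IgH junctions with the Sµ bait. Inversional Sµ/Sγ3 joins made up 2.60% ± 0.263 (SD, n = 4). Inversional Sµ/Sε joins made up 1.04% ± 0.198 (SD, n = 4), from 0.743% in library 1 to 1.15%.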

With respect to the inversional events, the Sµ bait detected low levels of inversions in the context of Sµ ISDs (_~_1.8%), and _~_2.2% of Sµ/Sγ3 and _~_0.8% of Sµ/Sε inversions in the context of CSR. Sµ/Sγ1 inversions were more frequent (_~_13.5%) (**Figure 2B**, red curves). 

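Inversional Sµ/Sγ1 joins, 11146 in number, made up 10.8% ± 1.22 (SD, n = 4) of the IgH junctions with the Sµ bait.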

The Sγ3 bait did not detect inversions within Sγ3 ISDs. In contrast, _~_10% of Sγ3/Sµ, _~_13% of Sγ3/Sγ1, and _~_1.3% of Sγ3/Sε joins were inversions (**Figure 2C**, red curves).

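With the Sγ3 bait, 2871 junctions lay within Sγ3 in the inversional orientation, or 1.14% ± 0.1301 (SD, n = 3) of the IgH junctions. In single libraries their share ranged from 1.05% to 1.29%.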

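Inversional Sγ3/Sµ joins made up 11.4% ± 1.15 (SD, n = 3) of the IgH junctions with the Sγ3 bait. Inversional Sγ3/Sγ1 joins made up 9.63% ± 0.563 (SD, n = 3), a difference of −1.18 points from the Sµ bait (exact permutation test, p = 0.2), and the paired difference was −1.51 points. This difference changed sign, to 1.26 points, without the junctions marked for low mapping quality. Inversional Sγ3/Sε joins made up 1.46% ± 0.178 (SD, n = 3), which was 0.419 points above the Sµ bait (exact permutation test, p = 0.0286). Their paired difference was 0.447 points (exact sign-flip test, p = 0.25).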

To exclude that the acquired capacity of Sγ3 to function as a strong donor is stimulus-dependent, we repeated the same assay following induction of CSR with anti-CD40+TGF-β. 

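For anti-CD40+TGF-β, 3 A150 libraries with the Sµ bait and 4 with the Sγ3 bait were analysed. Besides anti-CD40, the medium contained TGF-β at 2 ng/ml, IL4 at 10 ng/ml and IL5 and BLyS each at 5 ng/ml. The legend of Figure 3 names WT cells, while its panels and the sample labels name A150. The Sµ-bait libraries held from 8260 to 10682 IgH junctions, with a median of 10360, and the Sγ3-bait libraries from 35111 to 46382, with a median of 41733. IgH junctions were 57.5% ± 5.32 (SD, n = 3) of all junctions with the Sµ bait and 78.2% ± 1.95 (SD, n = 4) with the Sγ3 bait. In Sγ1, 88.6% ± 1.16 (SD, n = 3) and 84.0% ± 1.33 (SD, n = 4) of the junctions were marked for low mapping quality. Regions, shares and tests were as for anti-CD40+IL4, again with 3 paired numbers. Here, deviations of same-numbered libraries had a correlation of 0.315 over 12 results.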

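Following anti-CD40+TGF-β stimulation, deletional joins to Sγ1 made up 65.2% ± 1.47 (SD, n = 3) of the IgH junctions with the Sµ bait and 53.6% ± 2.23 (SD, n = 4) with the Sγ3 bait. The difference was −11.5 points, and all 4 Sγ3-bait libraries lay below the 3 Sµ-bait libraries (exact permutation test, p = 0.0286). With same-numbered libraries paired it was −12.6 points (exact sign-flip test, p = 0.25). With all junctions of the genome as the denominator, it changed sign, to 4.50 points. Deletional joins to Sε made up 5.66% ± 0.894 (SD, n = 3) with the Sµ bait and 1.58% ± 0.264 (SD, n = 4) with the Sγ3 bait. Their difference was −4.08 points without pairing (exact permutation test, p = 0.0286) and −4.09 points with it. Deletional joins to Sα made up 1.584% ± 0.173 (SD, n = 3) with the Sµ bait and 0.585% ± 0.1199 (SD, n = 4) with the Sγ3 bait. Inversional joins to Sγ1 made up 9.66% ± 0.364 (SD, n = 3) with the Sµ bait and 10.3% ± 0.536 (SD, n = 4) with the Sγ3 bait (exact permutation test, p = 0.2). Under the alternatives this difference ranged from 0.578 to 2.49 points, and it did not stay above the threshold in all of them (lowest exact permutation p = 0.0286). Inversional joins to Sε made up 0.440% ± 0.0797 (SD, n = 3) with the Sµ bait and 0.658% ± 0.0730 (SD, n = 4) with the Sγ3 bait. That difference was 0.219 points (exact permutation test, p = 0.0286), and it did not pass under every alternative. Inversions from Sγ3 to Sµ made up 12.1% ± 0.736 (SD, n = 4).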

We found that globally, A150 Sγ3 acted as a robust switch donor site in this stimulation condition (**Figures 3A, B**).

**Figure 3:**
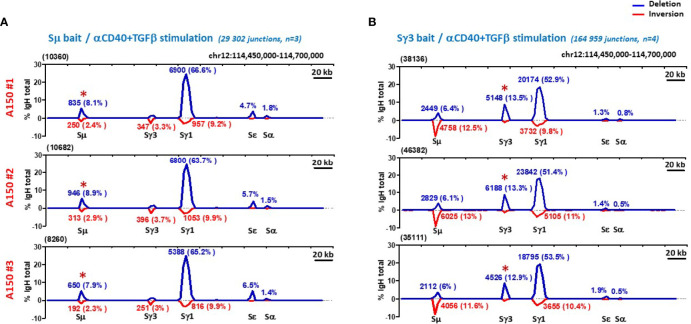
Sγ3 under the control of Eµ enhancer acts as a powerful switch donor site. **(A, B)** CSR-HTGTS assays were performed on CD43^-^ sorted WT splenic B cells induced to switch with aCD40+TGF-β, and analyzed as in **Figure 2**.

By focusing on the donor function of Sµ and Sγ3 irrespective of the acceptor site and the orientation of recombination events (thus leaving aside Sµ and Sγ3 ISDs), the overall efficiency and switching pattern of Sγ3 was roughly similar to that of Sµ (**Figures 2B, C**, and **3A, B**).

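Joins of either orientation to S regions other than the bait's own made up 90.6% ± 1.19 (SD, n = 4) of the IgH junctions with the Sµ bait following anti-CD40+IL4 stimulation. With the Sγ3 bait they made up 90.9% ± 0.958 (SD, n = 3), a difference of 0.245 points (exact permutation test, p = 0.914). The paired difference was −0.239 points (exact sign-flip test, p = 1). Without the junctions marked for low mapping quality, the unpaired difference was 4.08 points (exact permutation test, p = 0.0286). With anti-CD40+TGF-β, these joins made up 89.1% ± 0.848 (SD, n = 3) with the Sµ bait and 85.6% ± 1.10 (SD, n = 4) with the Sγ3 bait. That difference was −3.51 points (exact permutation test, p = 0.0571), or −4.04 points with pairing (exact sign-flip test, p = 0.25). It was 15.7 points with all junctions of the genome as the denominator. With the Sγ3 bait, these joins include those to Sµ, which lies upstream of Sγ3. Following anti-CD40+IL4 stimulation these were 4.59% in the deletional and 11.4% in the inversional orientation, against 1.29% and 2.60% for Sµ/Sγ3 joins with the Sµ bait. With anti-CD40+TGF-β they were 6.02% and 12.1%, against 2.57% and 3.37%. A share of IgH junctions tells where joins fell, not how often a bait recombined.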

Together, the data show that in activated A150 B cells, Sγ3 acts as a powerful switch donor site and undergoes internal deletions with comparable efficiency to Sµ.

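Compared between the baits, the ISD share following anti-CD40+IL4 stimulation was 0.733 points higher with the Sγ3 bait (exact permutation test, p = 0.343). The paired difference was 1.13 points (exact sign-flip test, p = 0.5). Without the junctions marked for low mapping quality the unpaired difference changed sign, to −0.834 points. In the anti-CD40+TGF-β condition, ISD joins made up 8.26% ± 0.522 (SD, n = 3) of the IgH junctions with the Sµ bait and 12.8% ± 0.980 (SD, n = 4) with the Sγ3 bait. All 4 Sγ3-bait libraries lay above the 3 Sµ-bait libraries, by 4.51 points on average (exact permutation test, p = 0.0286). With pairing, the difference was 4.99 points (exact sign-flip test, p = 0.25). The difference between the stimulations, 3.78 points, did not pass its test (exact permutation test over 1225 arrangements, p = 0.0906, or 0.272 after Benjamini-Hochberg adjustment over 9 tests). From its data with both baits together, the paper concludes that Sγ3 works as a strong donor and is deleted internally about as efficiently as Sµ.

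**Figure D1:**
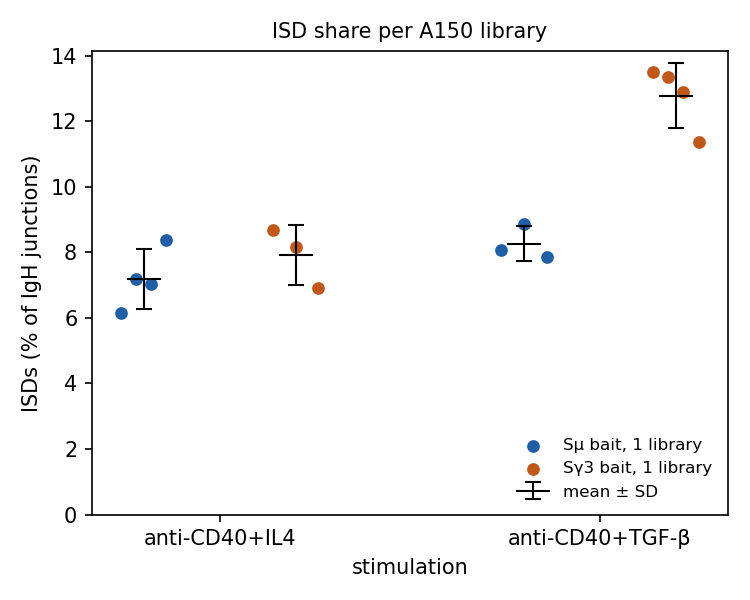
ISD share of each A150 library, as a percentage of its IgH junctions, for both baits and both stimulations. Points are libraries and bars show the mean and SD. Following anti-CD40+TGF-β, the Sγ3-bait libraries lie between 11.4% and 13.51%, and the Sµ-bait libraries between 7.87% and 8.86%.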

### Increased Micro-Homology Usage by Sγ3 During Genuine CSR

It is generally assumed that blunt ends or ends with limited MH (≤3 bp) are the preferential substrates of C-NHEJ, whereas ends with longer MH (≥4 bp) involve the A-NHEJ preferentially (27, 28). Having shown that Sγ3 can act as a robust donor site, we asked to what extent the nature of Sγ3 repeats impacts the pattern of switch junctions. We addressed this question by comparing junction sequences involving partner S sequences with high or low sequence homology to Sγ3, following either anti-CD40+IL4 or anti-CD40+TGF-β stimulation.

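MH at each junction was taken as the number of read bases that belong to both the bait and the prey alignment. An overlap of 0 bp is a direct join, and a gap between the alignments is an insertion. Percentages refer to all junctions between a bait and an acceptor, insertions included, for deletions and inversions together. For Sγ1, they rest on 72560 junctions with the Sµ bait and 170984 with the Sγ3 bait following anti-CD40+IL4 stimulation. For Sε, the corresponding numbers were 14558 and 16375. Each library gave a single percentage, and the libraries were compared as for the shares above. Besides the pooled classes of 0-3 bp and >3 bp, 12 classes of MH length were compared per acceptor, with Benjamini-Hochberg adjustment over the 12.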

The data show that the percentage of Sµ/Sγ1 CSR junctions with direct joins was slightly higher than for Sγ3/Sγ1 (**Figure 4A**, left panel, **Figure 4B**, and **Supplementary Figure 6A**). 

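Direct joins made up 29.0% ± 0.744 (SD, n = 4) of the Sµ/Sγ1 junctions and 25.6% ± 0.416 (SD, n = 3) of the Sγ3/Sγ1 junctions following anti-CD40+IL4 stimulation. The difference was −3.46 points (exact permutation test, p = 0.0286, adjusted p = 0.0381), and with pairing it was −3.28 points (exact sign-flip test, p = 0.25). It was −1.27 points without the junctions marked for low mapping quality (exact permutation test, p = 0.171).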

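MH of 1 bp was present in 23.2% ± 1.37 (SD, n = 4) of the Sµ/Sγ1 junctions and in 21.6% ± 0.730 (SD, n = 3) of the Sγ3/Sγ1 junctions. This difference of −1.60 points did not pass the test (exact permutation test, p = 0.143), and the paired difference was −2.06 points. It was −3.16 points without the junctions marked for low mapping quality (exact permutation test, p = 0.0286).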

Junctions with 1 bp MH were comparable between Sµ/Sγ1 and Sγ3/Sγ1 (**Figure 4A**, left panel). In contrast, with increased MH, starting from 2 bp MH, Sγ3/Sγ1 joins were consistently more frequent than Sµ/Sγ1 joins (**Figure 4A**, left panel). 

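MH of 2 bp was present in 12.2% ± 0.520 (SD, n = 4) of the Sµ/Sγ1 junctions and in 14.4% ± 0.179 (SD, n = 3) of the Sγ3/Sγ1 junctions. The difference was 2.196 points (exact permutation test, p = 0.0286, adjusted p = 0.0381), or 2.25 points with pairing (exact sign-flip test, p = 0.25). Without the junctions marked for low mapping quality it was 3.24 points (exact permutation test, p = 0.0571). The mean percentage was higher with Sγ3 in each longer class as well. It rose from 5.86% to 8.41% for 3 bp and from 2.44% to 4.70% for 4 bp. MH of 8 bp and of 9 bp did not pass the test (exact permutation tests, p = 0.0571 and p = 0.0857), at mean percentages of 0.0773% and 0.0426% with Sµ and 0.295% and 0.0835% with Sγ3.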

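Direct joins and joins with 1-3 bp MH together made up 70.2% ± 0.942 (SD, n = 4) of the Sµ/Sγ1 junctions and 69.9% ± 0.974 (SD, n = 3) of the Sγ3/Sγ1 junctions. The difference of −0.311 points did not pass the test (exact permutation test, p = 0.686), and the paired difference was −0.548 points. As a percentage of the junctions without insertions, the difference was −5.71 points (exact permutation test, p = 0.0286). Insertions were found in 25.0% ± 0.894 (SD, n = 4) of the Sµ/Sγ1 junctions and in 20.5% ± 0.872 (SD, n = 3) of the Sγ3/Sγ1 junctions. MH >3 bp was present in 4.78% ± 0.267 (SD, n = 4) of the Sµ/Sγ1 junctions and in 9.61% ± 0.103 (SD, n = 3) of the Sγ3/Sγ1 junctions. All 3 Sγ3-bait libraries lay above all 4 Sµ-bait libraries, with a difference of 4.83 points (exact permutation test, p = 0.0286). The paired difference was 4.91 points (exact sign-flip test, p = 0.25), and with each library left out in turn the difference stayed between 4.71 and 4.91 points. Of the alternatives, a threshold of >4 bp moved it most, to 2.56 points. Fewer junctions count with either bait at that threshold, and the ratio of the baits was 2.09 there against 2.01 for >3 bp.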

Taking into account direct joins and 1-3 bp MH (reflecting C-NHEJ involvement), the percentages of Sµ/Sγ1 and Sγ3/Sγ1 joins were comparable, whereas MH > 3 bp (reflecting A-NHEJ involvement) was consistently more frequent in joins involving Sγ3 as a donor (**Figure 4A**, left and right panels, **Figure 4B**, and **Supplementary Figure 6A**). 

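For CSR to Sε following anti-CD40+IL4 stimulation, MH >3 bp was present in 4.77% ± 0.235 (SD, n = 4) of the Sµ/Sε junctions and in 8.50% ± 0.229 (SD, n = 3) of the Sγ3/Sε junctions. The difference was 3.73 points (exact permutation test, p = 0.0286), or 3.80 points with pairing (exact sign-flip test, p = 0.25). Joins with 0-3 bp MH made up 69.7% ± 1.31 (SD, n = 4) and 68.5% ± 0.863 (SD, n = 3), respectively (exact permutation test, p = 0.171, paired difference −1.15 points). Direct joins made up 28.7% ± 0.315 (SD, n = 4) and 28.5% ± 0.298 (SD, n = 3), respectively (exact permutation test, p = 0.286). MH of 1 bp was less frequent with Sγ3, at 19.9% ± 0.431 (SD, n = 3) against 23.5% ± 0.424 (SD, n = 4) with Sµ. That difference was −3.59 points (exact permutation test, p = 0.0286, adjusted p = 0.0429) and −3.74 points with pairing. MH of 2 bp was found in 12.0% ± 0.505 (SD, n = 4) of the Sµ/Sε junctions and in 13.0% ± 0.294 (SD, n = 3) of the Sγ3/Sε junctions, a paired difference of 1.10 points. In Sµ-bait library 2 its percentage was 11.2%, against at least 12.17% in the others.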

An overall similar profile was found for CSR junctions involving Sε in anti-CD40+IL4-activated A150 B cells (**Figure 4C**, and **Supplementary Figures 6B, C**).

**Figure 4:**
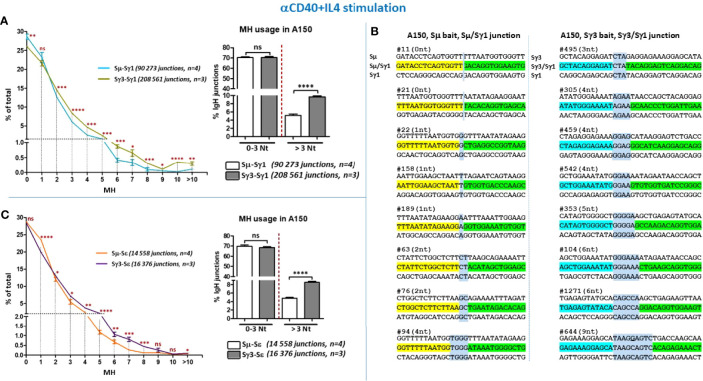
Increased micro-homology usage in switch junctions involving Sγ3 as a donor site. **(A)** MH-mediated joining was analyzed in A150 B cells stimulated with aCD40+IL4 for 4.5 days. MH usage from junctions with blunt and up to 3-bp MH (fused in the right panel), and >3-bp MH were plotted as percentage of total junctions involving Sµ or Sγ3 as switch donor sites and Sγ1 as acceptor site. **(B)** Examples of switch junctions obtained with either Sµ (left panel) or Sγ3 (right panel) as donor sites and Sγ1 as acceptor site. MH at switch junctions is highlighted in pale blue box. **(C)** MH usage from junctions with blunt and up to 3-bp MH (fused in the right panel), and >3-bp MH were plotted as percentage of total junctions involving Sµ or Sγ3 as switch donor sites and Sε as acceptor site. The number of switch junctions and of independent mice are indicated between brackets. The *p* values were calculated by unpaired two-tailed *t* test. ns, not significant, *p < 0.05, **p < 0.005, ***p < 0.0005, ****p < 0.0001.

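Following anti-CD40+TGF-β stimulation, 21914 Sµ/Sγ1 and 105540 Sγ3/Sγ1 junctions were available. MH >3 bp was present in 5.03% ± 0.238 (SD, n = 3) of the Sµ/Sγ1 junctions and in 10.1% ± 0.467 (SD, n = 4) of the Sγ3/Sγ1 junctions. The difference was 5.06 points (exact permutation test, p = 0.0286), and the paired difference was 5.10 points (exact sign-flip test, p = 0.25). Joins with 0-3 bp MH made up 70.0% ± 0.177 (SD, n = 3) and 68.3% ± 0.594 (SD, n = 4), respectively. Their difference of −1.64 points did not pass the test (exact permutation test, p = 0.0571), and the paired difference was −1.93 points. Direct joins made up 28.1% ± 1.05 (SD, n = 3) of the Sµ/Sγ1 junctions and 24.8% ± 0.403 (SD, n = 4) of the Sγ3/Sγ1 junctions, a paired difference of −3.51 points. MH of 1 bp was present in 23.8% ± 0.896 (SD, n = 3) and 20.8% ± 0.282 (SD, n = 4), a paired difference of −2.99 points. MH of 2 bp was present in 11.8% ± 0.685 (SD, n = 3) and 14.2% ± 0.330 (SD, n = 4), a paired difference of 2.23 points. Each of these 3 classes had an unpaired p of 0.0286 (exact permutation test) and an adjusted p of 0.0343.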

When we assayed for CSR junctions in anti-CD40+TGF-β-activated B cells (**Figures 5A**–**C**, and **Supplementary Figures 7A**–**D**), the level of MH at switch junctions globally resembled that seen with anti-CD40+IL4 stimulation. We note a slight divergence from this pattern for CSR events involving Sε and Sα junctions in anti-CD40+TGF-β-activated B cells (**Figures 5B, C**, left panels), likely due to the low number of junction sequences collected. 

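For Sε, 1767 Sµ/Sε and 3664 Sγ3/Sε junctions were available following anti-CD40+TGF-β stimulation, and for Sα, 541 Sµ/Sα and 1700 Sγ3/Sα junctions. Direct joins made up 27.8% ± 1.29 (SD, n = 3) of the Sµ/Sε junctions and 29.5% ± 1.803 (SD, n = 4) of the Sγ3/Sε junctions (exact permutation test, p = 0.229). MH of 1 bp was less frequent with Sγ3 at both acceptors. At Sε it was present in 23.9% ± 1.19 (SD, n = 3) with Sµ and 20.0% ± 1.77 (SD, n = 4) with Sγ3, a paired difference of −3.05 points. At Sα it was present in 24.5% ± 3.43 (SD, n = 3) and 19.0% ± 0.744 (SD, n = 4), a paired difference of −5.50 points. At either acceptor, all 4 Sγ3-bait libraries lay below the 3 Sµ-bait libraries (exact permutation tests, p = 0.0286, the smallest possible). The p adjusted over the 12 classes was 0.114. Joins with 0-3 bp MH made up 69.4% ± 0.872 (SD, n = 3) of the Sµ/Sε junctions and 69.5% ± 2.52 (SD, n = 4) of the Sγ3/Sε junctions (exact permutation test, p = 0.971). For Sα they made up 71.8% ± 2.29 (SD, n = 3) and 69.8% ± 3.05 (SD, n = 4), respectively (exact permutation test, p = 0.371).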

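In Sε joins following anti-CD40+TGF-β stimulation, MH >3 bp was present in 6.60% ± 0.410 (SD, n = 3) with Sµ and in 8.51% ± 1.15 (SD, n = 4) with Sγ3. The difference was 1.91 points (exact permutation test, p = 0.0286). The paired difference, which leaves out Sγ3-bait library 4 with its 10.2%, was 1.34 points (exact sign-flip test, p = 0.25). The unpaired difference no longer passed when identical junctions were counted once (1.90 points) or when junctions with insertions were left out of the percentages (2.25 points; exact permutation tests, p = 0.0571). In Sα joins, MH >3 bp was present in 3.62% ± 2.09 (SD, n = 3) with Sµ and in 8.510% ± 1.71 (SD, n = 4) with Sγ3. That difference was 4.89 points (exact permutation test, p = 0.0286), and the paired difference was 5.50 points. With a threshold of >4 bp it was 2.27 points and did not pass (exact permutation test, p = 0.143).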

Nonetheless, the general trend is similar.

**Figure 5:**
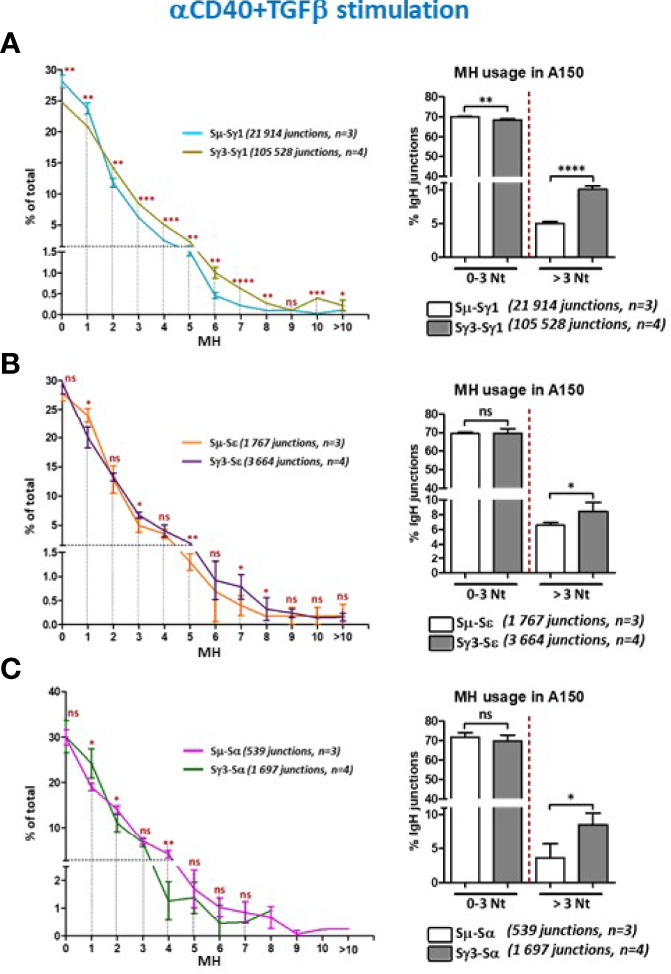
Increased micro-homology usage in switch junctions involving Sγ3 as a donor site. **(A–C) ** MH-mediated joining was analyzed in A150 B cells stimulated with aCD40+TGF-β for 4.5 days. MH usage from junctions with blunt and up to 3-bp MH (fused in the right panels), and >3-bp MH were plotted as percentage of total junctions involving Sµ or Sγ3 as switch donor sites and either Sγ1 **(A)**, Sε **(B)**, or Sα **(C)** as acceptor sites. The number of switch junctions and of independent mice are indicated. The *p* values were calculated by unpaired two-tailed *t* test. ns, not significant, *p < 0.05, **p <0.005, ***p < 0.0005, ****p < 0.0001.

Overall, switch junctions displaying more than 3 bp MH were _~_2 times more frequent when Sγ3 was the donor site, irrespective of the stimulation condition or the acceptor site, *i.e.* with higher sequence homology (Sγ1) or lower homology (Sε and Sα) (**Figures 4**, **5**, and **Supplementary Figures 6A, B** and **7A**–**C**).

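The ratio of the mean percentages of MH >3 bp, Sγ3 bait over Sµ bait, was 2.01 for Sγ1 and 1.78 for Sε following anti-CD40+IL4 stimulation. With anti-CD40+TGF-β it was 2.00 for Sγ1, 1.29 for Sε and 2.35 for Sα. Over both stimulations, the mean difference was 4.94 points for Sγ1 and 2.82 points for Sε. At either acceptor, the 7 Sγ3-bait libraries lay above every Sµ-bait library of the same stimulation (exact permutation tests within the stimulations, 1225 arrangements, p = 0.000816, the smallest they allow). With 6 pairs of same-numbered libraries, the differences were 5.01 and 2.57 points (exact sign-flip tests, p = 0.0312, the smallest that 6 pairs allow). The difference did not depend detectably on the stimulation, with a change of 0.226 points for Sγ1 (exact permutation test, p = 0.602) and of −1.82 points for Sε (exact permutation test, p = 0.0661, adjusted p = 0.272).

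**Figure D2:**
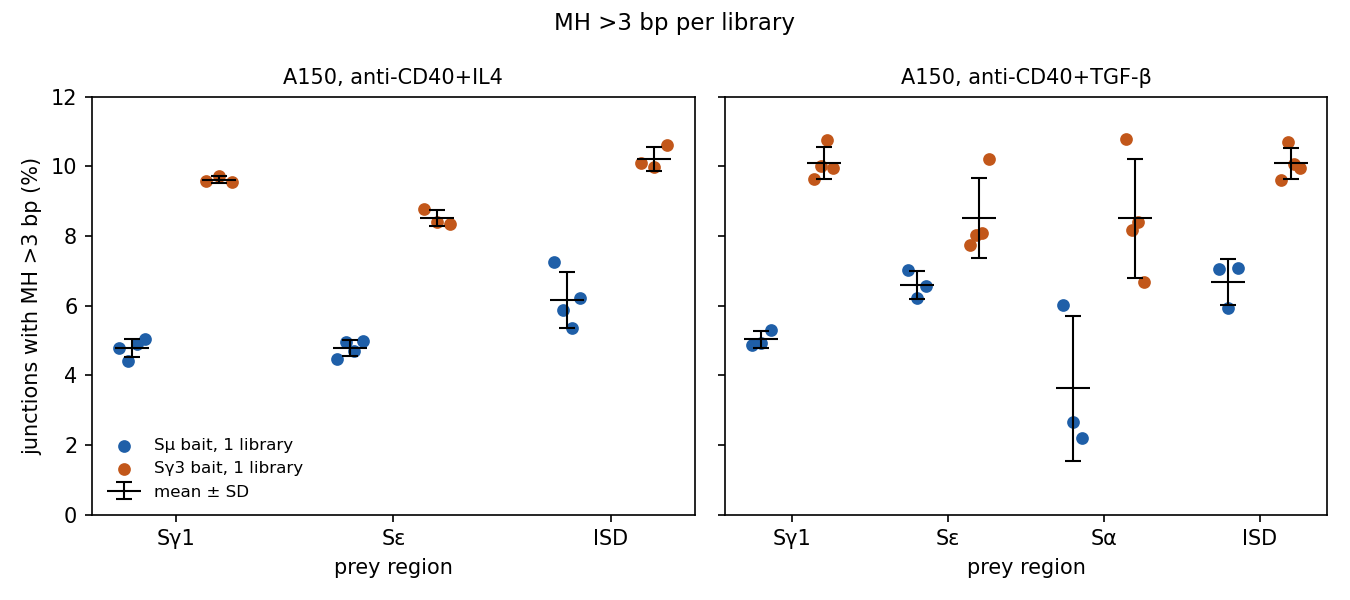
Percentage of junctions with MH >3 bp in each A150 library, by prey region, bait and stimulation. Points are libraries and bars show the mean and SD. At Sγ1 the Sγ3-bait libraries lie between 9.54% and 10.7%, and the Sµ-bait libraries between 4.41% and 5.30%.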

Thus, the recombination activity of Sγ3 as a donor site leads to increased MH usage regardless of the identity of the acceptor site or the stimulation condition.

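As the increase in MH >3 bp was found at Sγ1, Sε and Sα and with either stimulation, the paper concludes that a Sγ3 donor raises MH usage whatever the acceptor site. The acceptors differed in depth, since among the groups compared here the smallest with the Sµ bait, Sα following anti-CD40+TGF-β stimulation, held 21 junctions with MH >3 bp and the largest, Sγ1 following anti-CD40+IL4 stimulation, held 3426.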

### Increased Micro-Homology Usage by Sγ3 During Internal Switch Deletions

The finding of normal ISDs despite decreased CSR in B cells deficient for DNA damage response or C-NHEJ suggested the involvement of different repair mechanisms (35, 39–42). In particular, it was proposed that the repetitiveness of individual S regions and the short-range joining in ISDs may provide more MH and favor A-NHEJ than the long-range joining of different S regions which favors C-NHEJ [discussed in (27)]. This context is also different from *bona fide* CSR where properties of acceptor S regions can potentially influence the choice of the repair pathway. ISDs were previously detected by Southern blot on genomic DNAs derived from IgM^+^ B cell hybridomas, which is not sensitive enough to detect small deletions and may therefore underestimate the frequency of ISDs (27), this is not the case with CSR-HTGTS.

As mentioned, Sµ and Sγ3 differ in the nature of their repeats but undergo an apparently similar frequency of ISDs in activated A150 B cells. This enabled us to investigate the impact of the repeats of each S region on the choice of A-NHEJ *versus* C-NHEJ in short range joining.

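Among ISD joins following anti-CD40+IL4 stimulation, 0-3 bp MH was present in 72.0% ± 0.362 (SD, n = 4) within Sµ and in 69.9% ± 0.722 (SD, n = 3) within Sγ3. The difference was −2.09 points, with all 3 Sγ3-bait libraries below the 4 Sµ-bait libraries (exact permutation test, p = 0.0286). With pairing, it was −2.07 points (exact sign-flip test, p = 0.25). The corresponding values with anti-CD40+TGF-β were 69.8% ± 0.858 (SD, n = 3) and 69.4% ± 1.00 (SD, n = 4), a difference of −0.380 points (exact permutation test, p = 0.6). The paired difference was −0.293 points. Direct joins alone made up 28.1% ± 1.04 (SD, n = 4) of the Sµ ISDs and 26.9% ± 0.852 (SD, n = 3) of the Sγ3 ISDs following anti-CD40+IL4 stimulation (exact permutation test, p = 0.2, paired difference −0.688 points). With anti-CD40+TGF-β they made up 26.9% ± 0.614 (SD, n = 3) and 27.0% ± 0.287 (SD, n = 4), respectively (exact permutation test, p = 0.771).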

The data show that direct joins or junctions with limited MH (1-3 bp) occur at comparable frequencies in Sµ and Sγ3 ISDs following both anti-CD40+IL4 (**Figure 6A**, left and right panels) and anti-CD40+TGF-β stimulation (**Figure 6B**, left and right panels). For both Sµ and Sγ3 ISDs, the C-NHEJ (0-3 MH) remains the most prominent repair pathway (**Figures 6A** **, B**, left and right panels). In contrast, Sγ3 ISDs displayed increased MH usage irrespective of the stimulation condition (**Figures 6A, B**, left and right panels), indicating a more frequent recruitment of the A-NHEJ pathway.

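The remaining ISD joins carried insertions or MH >3 bp. Insertions were present in 21.8% ± 1.05 (SD, n = 4) of the Sµ ISDs and 19.9% ± 0.521 (SD, n = 3) of the Sγ3 ISDs following anti-CD40+IL4 stimulation. With anti-CD40+TGF-β they were present in 23.5% ± 0.486 (SD, n = 3) and 20.5% ± 0.664 (SD, n = 4), respectively. As a percentage of ISD joins without insertions, the class of 0-3 bp MH differed by −3.94 points between the baits following anti-CD40+TGF-β stimulation (exact permutation test, p = 0.0286).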

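Following anti-CD40+IL4 stimulation, MH >3 bp was present in 6.16% ± 0.797 (SD, n = 4) of the 7184 Sµ ISDs and in 10.2% ± 0.344 (SD, n = 3) of the 19725 Sγ3 ISDs. The difference was 4.05 points (exact permutation test, p = 0.0286), the paired difference was 4.07 points (exact sign-flip test, p = 0.25), and the ratio was 1.66. Following anti-CD40+TGF-β stimulation, MH >3 bp was present in 6.68% ± 0.663 (SD, n = 3) of 2432 Sµ ISDs and in 10.1% ± 0.455 (SD, n = 4) of 21020 Sγ3 ISDs. That difference was 3.39 points (exact permutation test, p = 0.0286), the paired difference was 3.44 points (exact sign-flip test, p = 0.25), and the ratio was 1.51. MH >10 bp was present in 0.00964% ± 0.0193 (SD, n = 4) of the Sµ ISDs and 0.766% ± 0.0918 (SD, n = 3) of the Sγ3 ISDs following anti-CD40+IL4 stimulation. All 3 Sγ3-bait libraries lay above the 4 Sµ-bait libraries in this class (exact permutation test, p = 0.0286, the smallest that 35 splits allow). The p adjusted over the 12 classes was 0.0857, and with this design it depends on how many of the other classes also reach the smallest p.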

**Figure 6:**
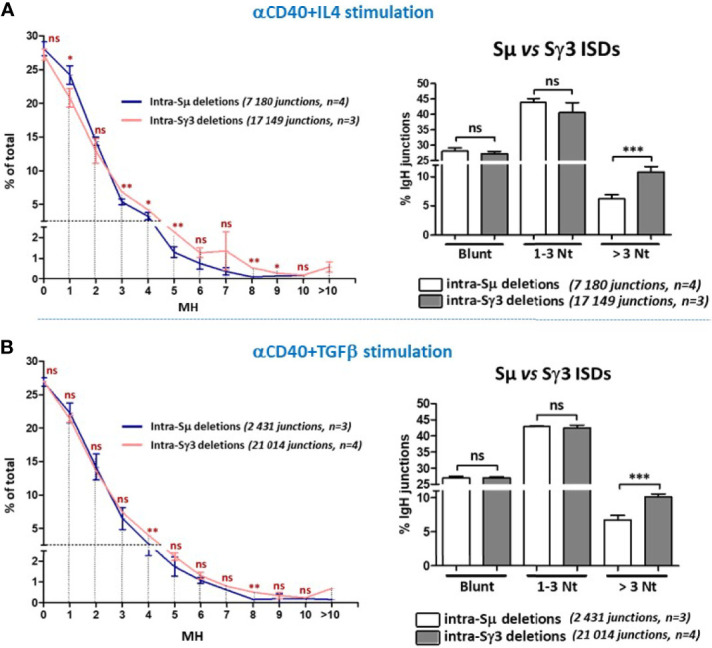
Increased micro-homology usage in Sγ3 internal deletions. MH-mediated joining was analyzed in A150 B cells stimulated with aCD40+IL4 or aCD40+TGF-β for 4.5 days, as in **Figures 4**, **5**. MH usage from junctions with blunt and up to 3-bp MH are displayed separately in the right panels. The *p* values were calculated by unpaired two-tailed *t* test. ns, not significant, *p < 0.05, **p < 0.005, ***p < 0.0005.

The data strongly suggest that the propensity to use longer MH is an intrinsic property of Sγ3 sequence. Together, the data on ISDs and CSR indicate that the nature of the tandem repeats influences the choice of the A-NHEJ.

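Over both stimulations, MH >3 bp was 3.72 points more frequent in Sγ3 ISDs than in Sµ ISDs, and each of the 7 Sγ3-bait libraries lay above the Sµ-bait libraries of its stimulation (exact permutation test over 1225 arrangements, p = 0.000816). With 6 same-numbered pairs the difference was 3.75 points (exact sign-flip test, p = 0.0312). Of the alternatives, a threshold of >4 bp moved it most, to 2.72 points. Fewer junctions count with either bait there, and the ratio did not fall. It was 2.13 against 1.66 for >3 bp with anti-CD40+IL4, and 1.53 against 1.51 with anti-CD40+TGF-β. From the ISD and CSR data together, the paper proposes that the tandem repeats influence how often A-NHEJ is chosen. The bait-side breaks seen here lay close to the baits, with a 95th percentile of 299 bp for Sµ and 201 bp for Sγ3. That stretch held 0.333 AGCT motifs per 100 bp for Sµ and 2.97 for Sγ3, the reverse of their order over the introns in Supplementary Table 1. On the donor side, these data thus sample little of the repeats.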

## Discussion

By putting Sγ3 region under the control of the known elements that regulate Sµ and by comparing the recombinational activities of Sµ and Sγ3 in the same conditions (same allele, same stimulation conditions), we provided evidence that Sγ3 acquired most of the features of Sµ. In addition to its continuous and constitutive transcription along B cell development (43) (and the present study), Sγ3 efficiently recruited AID, underwent high frequency of ISDs, and acted as a powerful donor site. Remarkably, Sγ3 acted this way despite the fact that it has a lower density of AID target motifs generally, and of the hot AGCT motif specifically (**Supplementary Table 1**). On the other hand, Sγ3 displayed a distinguishing feature, *i.e.* an increased usage of MH both in ISDs and in CSR regardless of the switch acceptor region or the stimulation condition.

It should be stressed that the A150 genetic setting has its own limitations. The fact that B cell development in A150 mice is driven by IgG3 (43) instead of IgM has already been noted. Mechanistically, it is presently unclear to what extent insertion of Eµ enhancer upstream of Sγ3 has perturbed various parameters that are important for CSR including the global architecture of the *IgH* constant region, CSRC interactions (see below), transcription of a subset of S regions and its correlation with CSR efficiency, as well as the (co-)transcriptional events and the epigenetic landscape at Sγ3 itself, which are crucial for AID recruitment and activity (7, 9). These topics clearly require further investigations.

With these caveats in mind, we found that surface expression of IgG1 and IgA was reduced in activated A150 B cells. This cannot be readily explained by defective switch transcription as Sγ1 transcript levels were only moderately reduced, while Sα (and Sε) transcript levels were normal. At the quantitative level, the precise threshold of switch transcript levels required for efficient CSR has not been determined yet. Nonetheless, the high frequency of CSR to Sγ1, as seen at the genomic level with CSR-HTGTS, suggests that the modest decrease of A150 Sγ1 transcript levels is not the critical issue.

A likely explanation stems from the lingering efficiency of Sµ as a donor site and the combinations of alleles with different rearrangement status. Indeed, switched sIg positive A150 B cells (other than IgG3) can originate from CSR events involving either Sµ or Sγ3. However, the majority of A150 alleles are in a DJ_H_ configuration and only a small fraction undergoes proximal V_H_-DJ_H_ recombination (43), of which 2/3 are in principle out-of-frame. Consequently, despite efficient recombining activity of Sµ at the genomic level, most of its recombination products lead to dead-ends at the Ig level. This is not the case when Sγ3 (located downstream of a pre-rearranged, in-frame VDJ sequence) acts as a donor site. Therefore, most of sIg positive cells likely derive from recombination events involving Sγ3 on alleles that did not undergo Sµ recombination (*i.e.* that did not delete Sγ3). Thus, the recombining activity of Sµ makes it difficult to establish a strong correlation between sIg expression and CSR events at the genomic level in A150 line. However, this issue was circumvented by using CSR-HTGTS, which provided a powerful tool to track, at the nucleotide resolution level, in allele- and orientation-independent manner, the recombination events involving both Sµ and Sγ3.

Although we cannot formally exclude a potential contribution of the PV_H_ promoter in A150 setting, acquisition of Sµ properties by Sγ3 is likely due to the proximity of Eµ enhancer. In normal B cells, Sµ is known to undergo CSR on both partially rearranged DJ_H_ alleles and fully rearranged V_H_DJ_H_ alleles (9). In A150 context, V_H_-DJ_H_ recombination is severely impaired in developing B cells (43), and only a small fraction of activated mature B cells express sIg (data not shown), but this does not prevent Sµ from acting as a powerful switch donor site as clearly shown by CSR-HTGTS. Our data therefore strongly suggest that provision of Eµ enhancer is sufficient to induce a high frequency of ISDs and to confer a robust donor function to A150 Sγ3 despite its different core repeats and the lower density of AID motifs. One possible explanation is that the ectopic Eµ enhancer ensures high levels of Sγ3 transcription, enabling efficient recruitment of AID. However, A150 Sγ3 region recruited AID as efficiently as Sµ despite comparatively lower levels of Sγ3 transcripts. On the other hand, we found comparable levels of Sγ3 transcripts in LPS-activated WT and A150 B cells. Nonetheless, AID was significantly enriched at Eµ-driven A150 Sγ3, but was only at the background level in WT Sγ3 (within the sensitivity limits of our ChIP assay). Taken together, these observations suggest that the apparent preferential targeting of Sµ by AID in activated normal B cells is not the consequence of specific properties of Sµ primary sequence such as repetitiveness or density of AID motifs, or of a higher transcriptional activity, but results, at least in part, from specific properties conferred by Eµ enhancer proximity. In this context, the proximity of Eµ enhancer can explain, at least in part, the relatively high frequency of sequential switching to Sε in normal B cells. Indeed, CSR to IgE is known to occur directly (Sμ/Sε) or sequentially (Sμ/Sγ1/Sε) [*e.g.*( (49–53)]. The presence of Eµ upstream of the hybrid Sµ/Sγ1 likely promotes the subsequent recombination to Sε. We do not infer from the above discussion that primary sequence peculiarities of S sequences have no importance. They have, in particular with respect to the mechanistic aspects of DSBs repair (see below).

CSR takes place in CSRCs and involves Cohesin-mediated loop extrusion that is impeded by Eµ enhancer and the 3’RR (11) [Reviewed in (9)], as well as the super-anchor located downstream of the *IgH* locus which focuses loop extrusion on the upstream constant region (54). Our findings could be explained by a model whereby the two Eµ enhancers and the 3’RR co-exist in a « ménage à trois » within the CSRC. Alternatively, there may be competition between the two Eµ elements such that only one lies close to the 3’RR (**Supplementary Figure 8**). The high frequency of Sµ/Sγ1 and Sγ3/Sγ1 recombination on one hand, and the low frequency of Sµ/Sγ3 recombination on the other hand, favor the view that only one Eµ enhancer lies within the CSRC at a time. 

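Deletional Sµ/Sγ3 joins made up 1.29% ± 0.126 (SD, n = 4) of the IgH junctions with the Sµ bait following anti-CD40+IL4 stimulation and 2.57% ± 0.115 (SD, n = 3) following anti-CD40+TGF-β stimulation. Inversional Sµ/Sγ3 joins made up 3.37% ± 0.329 (SD, n = 3) following anti-CD40+TGF-β stimulation. With the Sγ3 bait, joins to Sµ in the orientation scored as deletional made up 4.59% ± 0.338 (SD, n = 3) following anti-CD40+IL4 stimulation and 6.02% ± 0.371 (SD, n = 4) following anti-CD40+TGF-β stimulation. With this bait, inversional joins to Sµ made up a larger share than any of these following either stimulation.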

Nonetheless, both enhancers may co-exist in a small fraction of the CSRCs allowing the low levels Sµ/Sγ3 synapsis. Further analyses are needed to unravel the dynamics of Sµ and Sγ3 sequences within the CSRC.

In agreement with the notion that C-NHEJ is the major repair pathway during CSR (27, 28), the vast majority of A150 B cells displayed either direct or low MH joins regardless of the switch donor site. The same holds true for ISDs. Nonetheless, there was a relatively higher MH usage by Sγ3 in the context of both ISDs and CSR irrespective of the stimulation condition. Overall, the increase was moderate (_~_2-fold) but highly reproducible and statistically significant. Based on the criterion of MH extent, this suggests that Sγ3 tends to favor the recruitment of A-NHEJ regardless of the outcome of the DNA DSBs (*i.e.* ISDs or CSR) and of the acceptor site. This bias appears therefore to be directed by Sγ3, not by sequence homology with the partner S regions. We propose the following speculative model to account for this finding. Upon B cell activation, AID initially targets the switch donor region ultimately leading to multiple and heterogeneous DNA ends that recruit C-NHEJ and A-NHEJ pathways. When the partner S region is targeted by AID, the DNA ends that did not undergo short-range repair (ISDs) at the donor site will engage in *bona fide* CSR while tethering the components of the pathway initially recruited.

The increased usage of MH by Sγ3 likely reflects the complexity of its repeats and therefore the complexity of the DNA ends generated, and potentially the kinetics of repair. For instance, by focusing on the most abundant motif, the core Sµ is virtually a multimer of AGCT(G)GGGT motifs whereas the AGCT units are relatively more distant within Sγ3 repeats. It is plausible that if AID-initiates nicks on both strands of the palindromic, overlapping (55) AGCT motifs (be it at Sµ or Sγ3), or on very close AGCT motifs (more frequently at Sµ than Sγ3), the resulting ends would require very limited resection (and/or filling), ultimately leading to C-NHEJ-mediated repair. In contrast, if AID initiates nicks at distant motifs on opposite strands (more frequent at Sγ3 than Sµ), the long overhangs would require more extensive resection (and/or filling), favoring MH search and usage and A-NHEJ-mediated repair. This is in agreement with the notion that the structure of staggered DSBs influences the mode of end processing and recruitment of A-NHEJ during CSR (56–58). Recent work strongly suggests that accumulation of DNA : RNA hybrids at S regions due to deficiency of the RNA exosome catalytic subunit, DIS3, yields longer overhangs and increased MH (59). In this regard, it is possible that A150 Sγ3 DNA : RNA hybrids are relatively more stable and processed by the RNA exosome with a slower kinetics than their Sµ counterparts.

It is arguable if increased usage of MH is promoted by DNA damage response deficiencies (39–41, 60–63) and/or by other factors. The most recent evidence shows that 53BP1- and, to a lesser extent, ATM-, H2AX- and Rif1-deficiencies significantly increase MH-mediated CSR junctions (64, 65). Our data are in line with the notion that A-NHEJ can operate in the presence of intact DNA damage response. This does not exclude the possibility of enhanced MH usage in the context of defective DNA damage response. On the other hand, RAD52 has been shown to play an important role in MH-mediated A-NHEJ during CSR, notably by facilitating a KU-independent DNA DSB repair (66). To what extent the DNA damage response and RAD52 are involved in Sγ3 related A-NHEJ in CSR are questions for future investigations. Finally, the A-NHEJ was initially thought to prevail in CSR upon C-NHEJ deficiency, and whether it is efficient in C-NHEJ-proficient cells was much debated (27, 29, 30). Our findings support the notion that A-NHEJ can operate in C-NHEJ-proficient cells (65, 67) undergoing ISDs and CSR.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE174296.For FACS data / FlowRepositery ID : FR-FCM-Z3SX Access with the following link : https://flowrepository.org/id/RvFrFuSmwmwDXnmHOsLKZvnlUyMgrKRdBybKuJo4HfMcahREDfK4mNLE3OHJvSYG.

## Ethics Statement

The animal study was reviewed and approved by The Regional Ethical Committee (Accreditation N° E31555005). All experiments on mice have been carried out according to the CNRS ethical guidelines.

## Author Contributions

CO, XZ, NP, FA, and AK actively participated to the experimental design of the study. CO, XZ, NK, AK, and FA designed CSR-HTGTS and interpretation of the data. CL and F-ZB contributed to experiments. AD handled the mouse lines. All authors participated in the scientific discussion for manuscript writing, read and approved the manuscript. AK designed the project and obtained financial grants and agreement of the relevant ethic committees to perform the study. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Agence Nationale de la Recherche [ANR-21-CE15-0019], the Institut National du Cancer [INCA_9363, PLBIO15-134], the Fondation ARC pour la Recherche sur le Cancer [PJA 20191209515], the Ligue Contre le Cancer (Ligue Régionale : comités de l’Ex Région Midi-Pyrénées). FA is an investigator of the Howard Hughes Medical Institute. CO was a fellow of the Ministry of Higher Education & Research and recipient of a fellowship from the “Fondation pour la Recherche Médicale”. TRI- IPBS has the financial support of ITMO Cancer Aviesan (National Alliance for Life Science and Health) within the framework of Cancer Plan.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Switch Tandem Repeats Influence the Choice of the Alternative End-Joining Pathway in Immunoglobulin Class Switch Recombination
**Source:** Front Immunol. 2022 May 16;13:870933. doi: 10.3389/fimmu.2022.870933
**Supplement:** Supplementary file 1

## Supplementary table 1

### AID target motifs at S $\mu$ and S $\gamma$ 3 regions

Various nomenclatures are used for AID target motifs, which lead to different numbers of the motifs at S $\mu$  and S $\gamma$ 3 regions. Therefore, we report the numbers according to each nomenclature by highlighting the hot agct motif. It is difficult to delineate precisely the borders of the core S sequence. Therefore, the numbering is based on the whole intron sequence.

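Each table of AID target motifs uses another definition of the motif, written with the ambiguity codes listed at its head, and gives counts by sequence for the introns holding Sµ and Sγ3. The totals are divided by the intron length, so that regions of different size can be compared, and the density of agct is listed beside them. The counts describe the germline sequence, not the junctions.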

R : A or G

W : A or T

Y : C or T

D : A or G or T

#### WRCW

| S region (129Sv) | Intron size (bp) | agca | agct | aaca | aact | tgca | tgct | taca | tact | Total WRCW | WRCW/100 bp | agct/100 bp |
|------------------|------------------|------|------|------|------|------|------|------|------|------------|-------------|-------------|
| S $\mu$          | 5625             | 11   | 432  | 7    | 29   | 4    | 15   | 9    | 13   | 520        | 9.24        | 7.68        |
| S $\gamma$ 3     | 4918             | 30   | 108  | 13   | 19   | 11   | 11   | 20   | 4    | 216        | 4.39        | 2.19        |

#### WGCW

| S region (129Sv) | Intron size (bp) | agca | agct | tgca | tgct | Total WGCW | WGCW/100 bp | agct/100 bp |
|------------------|------------------|------|------|------|------|------------|-------------|-------------|
| S $\mu$          | 5625             | 11   | 432  | 4    | 15   | 462        | 8.21        | 7.68        |
| S $\gamma$ 3     | 4918             | 30   | 108  | 11   | 11   | 160        | 3.25        | 2.19        |

#### RGYW

| S region (129Sv) | Intron size (bp) | agca | agct | agta | agtt | ggca | ggct | ggta | ggtt | Total RGYW | RGYW/100 bp | agct/100 bp |
|------------------|------------------|------|------|------|------|------|------|------|------|------------|-------------|-------------|
| S $\mu$          | 5625             | 11   | 432  | 11   | 15   | 7    | 60   | 10   | 14   | 560        | 9.95        | 7.68        |
| S $\gamma$ 3     | 4918             | 30   | 108  | 19   | 14   | 46   | 44   | 39   | 30   | 330        | 6.71        | 2.19        |

#### DGYW

| S region (129Sv) | Intron size (bp) | agca | agct | agta | agtt | ggca | ggct | ggta | ggtt | tgca | tgct | tgta | tggt | Total DGYW | DGYW /100 bp | agct/100 bp |
|------------------|------------------|------|------|------|------|------|------|------|------|------|------|------|------|------------|--------------|-------------|
| S $\mu$          | 5625             | 11   | 432  | 11   | 15   | 7    | 60   | 10   | 14   | 4    | 15   | 12   | 9    | 600        | 10.66        | 7.68        |
| S $\gamma$ 3     | 4918             | 30   | 108  | 19   | 14   | 46   | 44   | 39   | 30   | 11   | 11   | 13   | 4    | 369        | 7.5          | 2.19        |

## Supplementary table 2

### Primers used in this study

#### CSR-HTGTS

|                  |                                                             |
|------------------|-------------------------------------------------------------|
| ZXF840_5'Sm2-bio | /5Biosg/GAAAAATGTTGCCTGTAAACCAA                             |
| ZXF841_5'Sm2-red | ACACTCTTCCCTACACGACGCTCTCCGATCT tgtgggtttgaattttgaatct      |
| ZXF888_5'Sm2_red | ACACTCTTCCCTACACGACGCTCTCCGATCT GGTC tgtgggtttgaattttgaatct |
| ZXF889_5'Sm2_red | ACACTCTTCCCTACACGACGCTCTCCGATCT CAGC tgtgggtttgaattttgaatct |
| ZXF890_5'Sm2_red | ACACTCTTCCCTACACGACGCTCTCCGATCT TGTA tgtgggtttgaattttgaatct |
| ZXF891_5'Sm2_red | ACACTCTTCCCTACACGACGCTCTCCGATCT GAAT tgtgggtttgaattttgaatct |
| ZXF892_5'Sm2_red | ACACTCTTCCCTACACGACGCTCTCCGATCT TACA tgtgggtttgaattttgaatct |
| ZXF893_5'Sm2_red | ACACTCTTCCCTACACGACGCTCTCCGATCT ACAT tgtgggtttgaattttgaatct |
| ZXF842_5'Sg3-bio | /5Biosg/TGAGAGGAACTGAGGCACCTA                               |
| ZXF843_5'Sg3-red | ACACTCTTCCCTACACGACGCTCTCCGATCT atgtgggagctggttagct         |
| ZXF894_5'Sg3-red | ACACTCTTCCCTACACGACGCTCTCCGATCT GGTC atgtgggagctggttagct    |
| ZXF895_5'Sg3-red | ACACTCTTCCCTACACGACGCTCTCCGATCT CAGC atgtgggagctggttagct    |
| ZXF896_5'Sg3-red | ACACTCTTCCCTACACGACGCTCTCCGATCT TGTA atgtgggagctggttagct    |
| ZXF897_5'Sg3-red | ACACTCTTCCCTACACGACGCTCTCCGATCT GAAT atgtgggagctggttagct    |
| ZXF898_5'Sg3-red | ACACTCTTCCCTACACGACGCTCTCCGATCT TACA atgtgggagctggttagct    |
| ZXF899_5'Sg3-red | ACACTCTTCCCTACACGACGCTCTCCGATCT ACAT atgtgggagctggttagct    |

#### ChIP

|                |                |                            |      |
|----------------|----------------|----------------------------|------|
| S $\mu$ -1     | 5'S $\mu$ 3F   | CAGGTCGGCTGGACTAACTCTC     | 63°C |
|                | S $\mu$ H3R1   | GGCTCTCAACCTTGTTCCCTTA     |      |
| S $\mu$ -2     | S $\mu$ -1 Fw  | TAAATGCGCTAACTGAGGTGATTACT | 63°C |
|                | S $\mu$ -1 Rev | CATCTCAGCTCAGAACAGTCCAGTG  |      |
| S $\gamma$ 3-1 | Sg3F1          | CTGGGTCAGGGTAGGAGGTAAT     | 63°C |
|                | Sg3R1          | CCTCTGTAAGTCTCATCTGTCC     |      |
| S $\gamma$ 3-2 | Sg3F1N         | GGTGGGTGGGGTTGTGAGG        | 63°C |
|                | Sg3R1N         | CCTCATACTCCCTCCTACCCAG     |      |

# Supplementary material for: Switch Tandem Repeats Influence the Choice of the Alternative End-Joining Pathway in Immunoglobulin Class Switch Recombination
**Source:** Front Immunol. 2022 May 16;13:870933. doi: 10.3389/fimmu.2022.870933

Suppl. Fig. 1

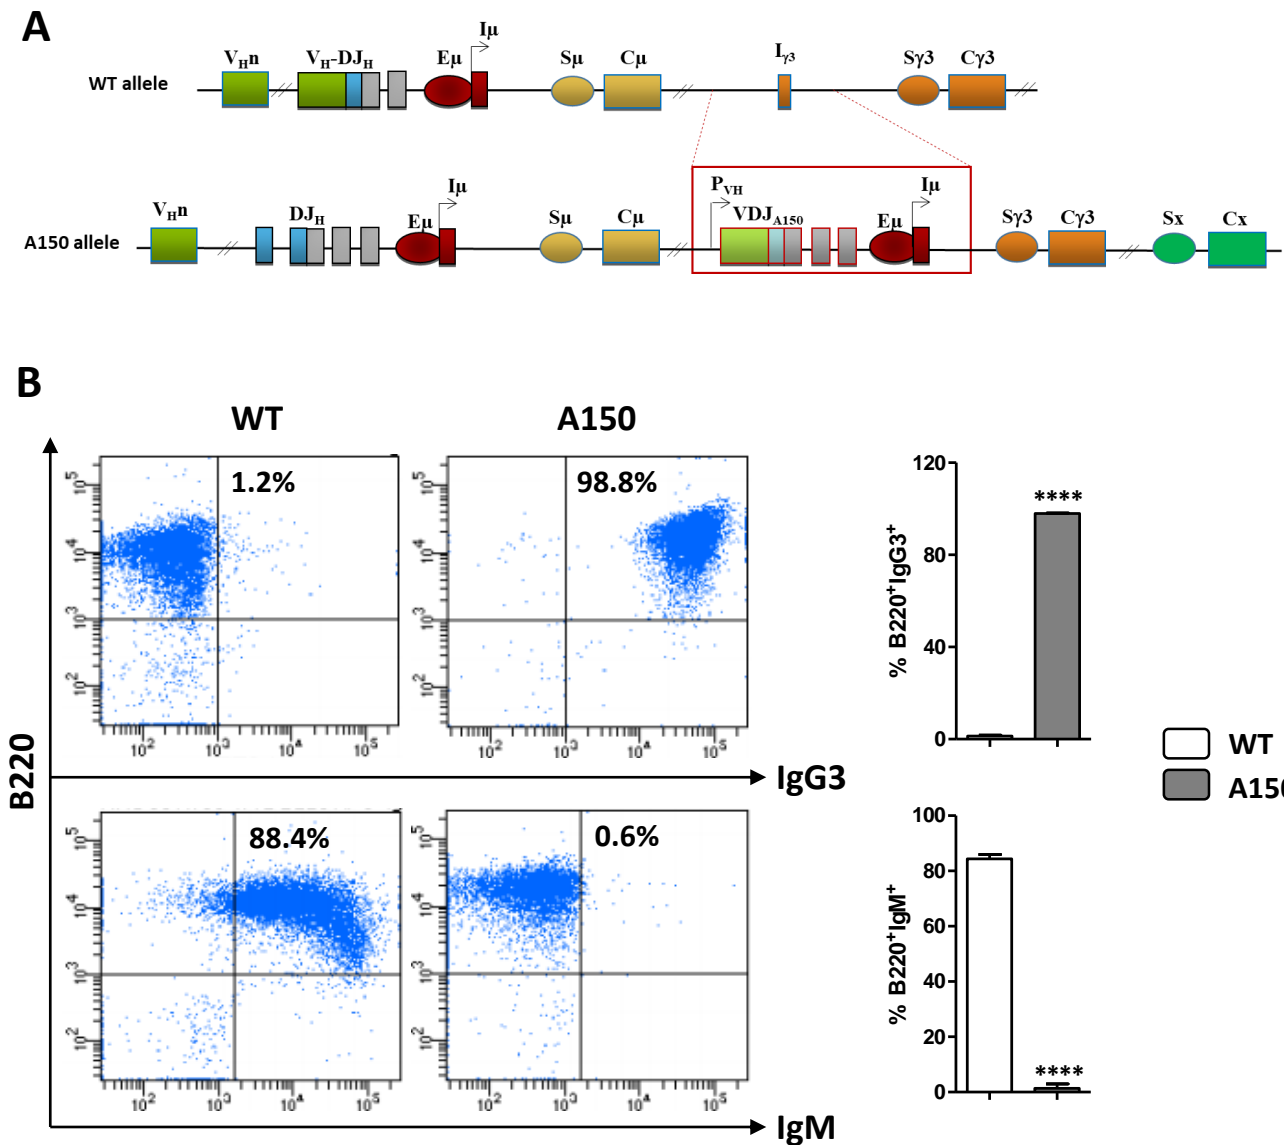

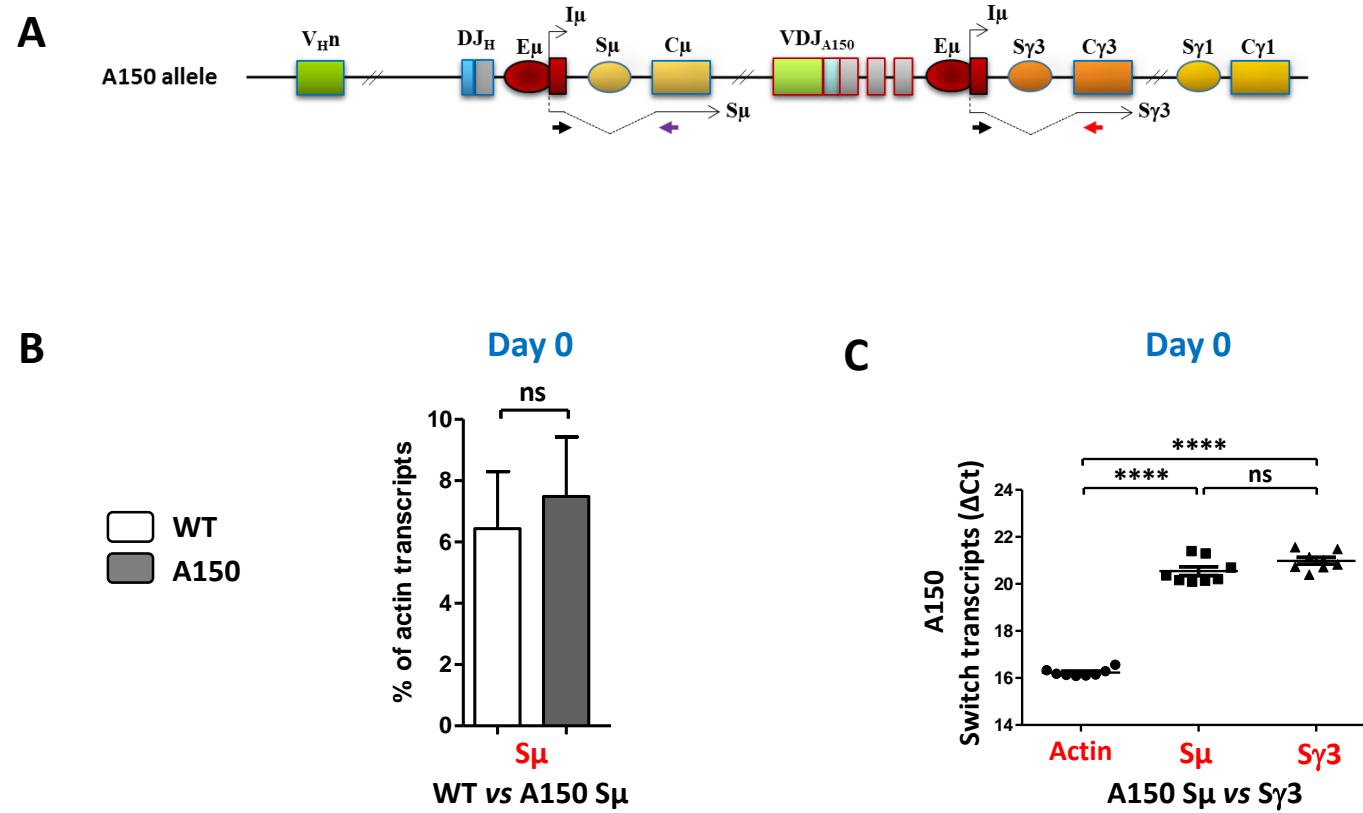

Suppl. Fig. 3

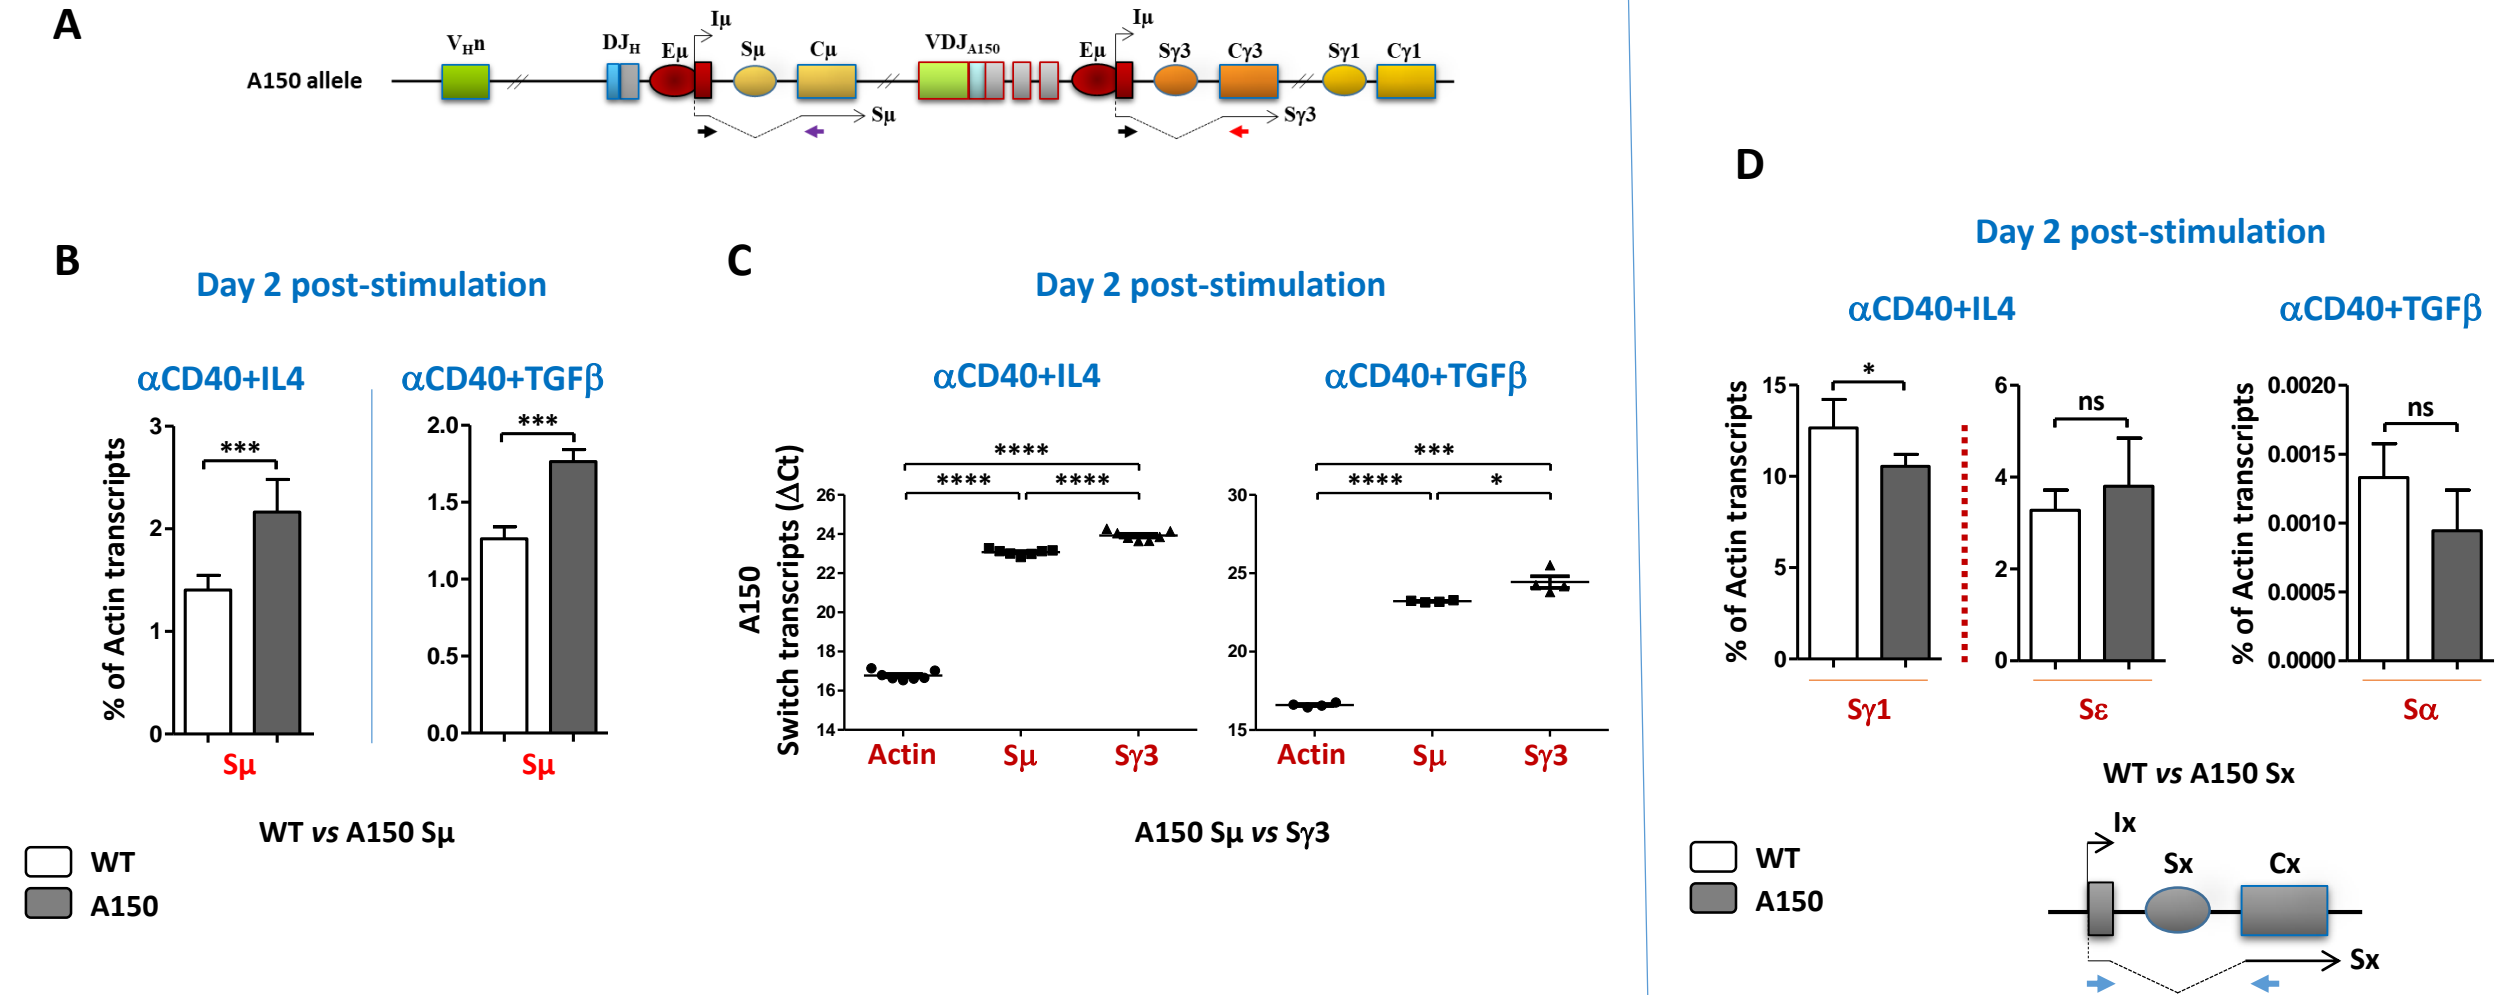

Suppl. Fig. 4

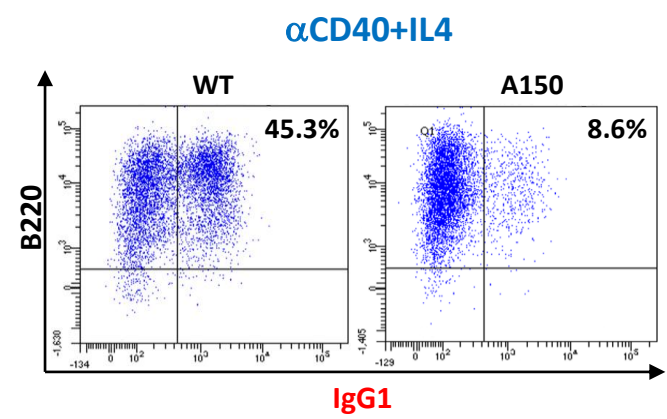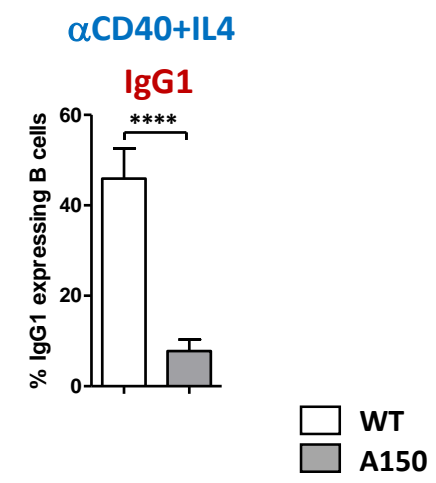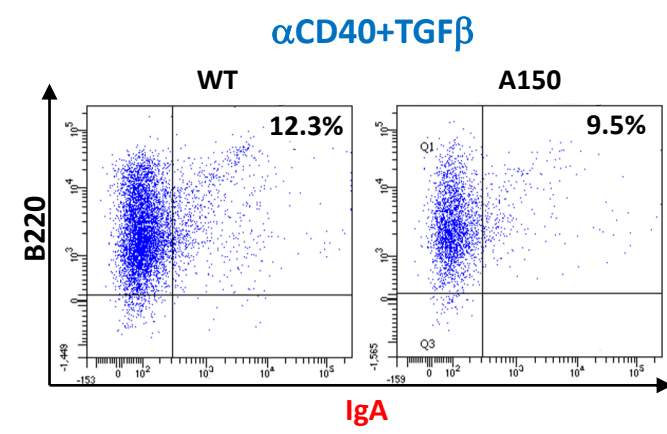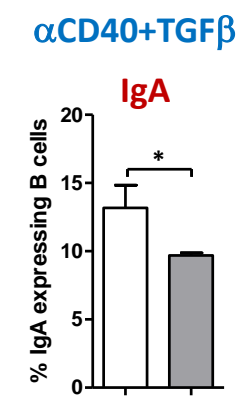

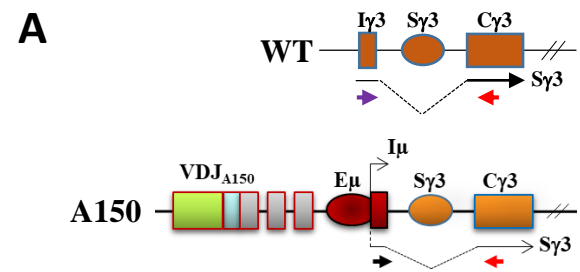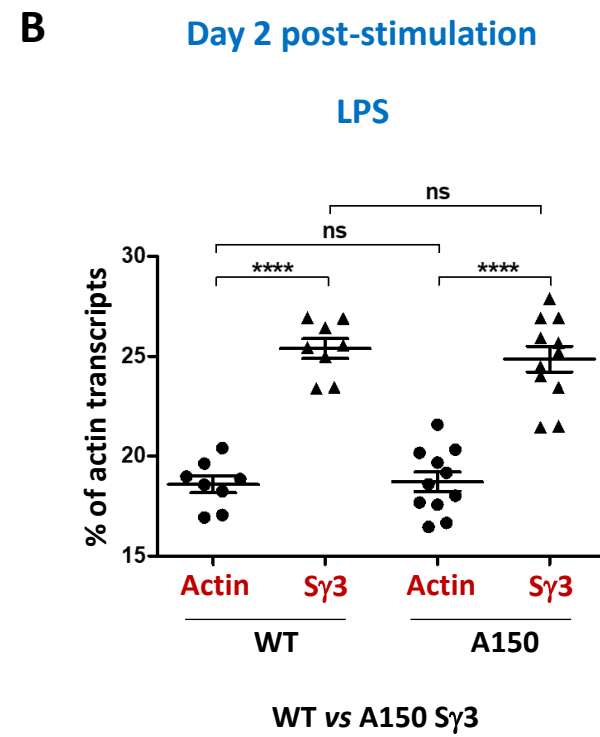

$\alpha$ CD40+IL4 stimulation

A

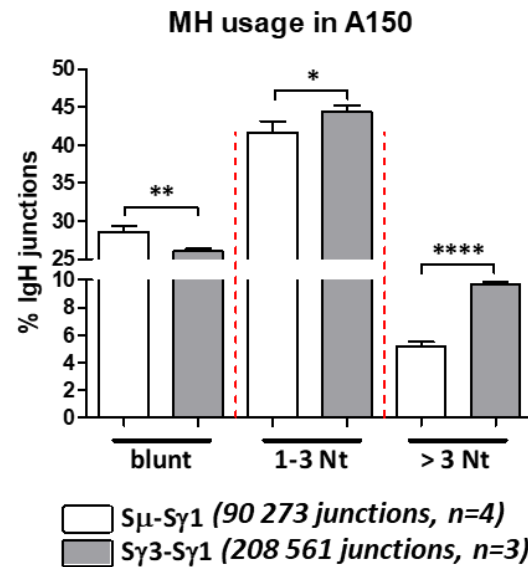

B

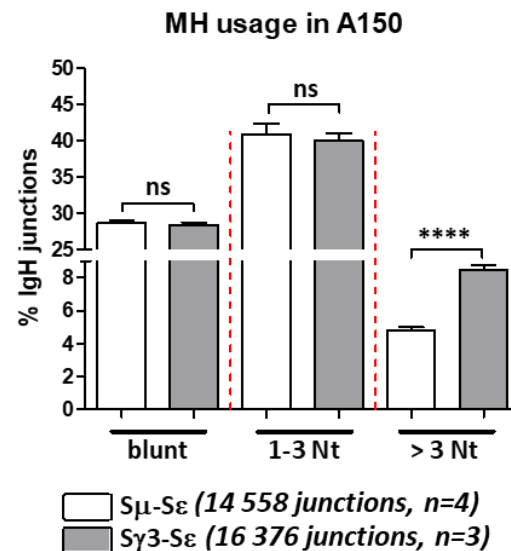

C

## A150, Sμ bait, Sμ/Sε junction

#213 (0nt)  
 Sμ CTAATTTAGAAATCAGTAAGGAGGGACCCA  
 Sμ/Sε CTAATTTAGAAATCA CGGGGC TAGGCTGGG  
 Sε TAGGCTGGGCGGGCGGGGC TAGGCTGGG

#1422 (0nt)  
 AGTAAGGAGGGACCCAGGCTAAGAAGGCA  
 AGTAAGGAGGGACC TTTGGTTGGACTGGA  
 AGCTGAGCTATAGATTGGTTGGACTGGA

#7 (1nt)  
 ATTTAGATAAAATGGATACCTCAGTGGTT  
 ATTTAGATAAAATGG GCCTGGCCTGGATT  
 AACTGAGCAGGACTGGCCTGGCCTGGATT

#156 (1nt)  
 AATATAGAAGGAATTTAAATTGGAAGCTA  
 AATATAGAAGGAATTGGTCCAAGTTGGGC  
 GGATTGGTATGAGCTGGTCCAAGTTGGGC

#1895 (2nt)  
 TGGTGGGTTTTAATATAGAAGGAATTTAAA  
 TGGTGGGTTTTAATA TACAGTGCAC TGAGC  
 TGGCTGAGTCATAC TACAGTGCAC TGAGC

#38 (2nt)  
 TTAGATAAAATGGATACCTCAGTGGTTTT  
 TTAGATAAAATGGATAGGCTGAACTGGGC  
 TAGCTGGGCCAAGCTAGGCTGAACTGGGC

#1214 (3nt)  
 TTGGAAGCTAATTTAGAAATCAGTAAGGAG  
 TTGGAAGCTAATTTAGAGGAGCTGAGTGA  
 GTTGAAGTGGGGCTAAGAGGAGCTGAGTGA

#80 (4nt)  
 AATATAGAAGGAATTTAAATTGGAAGCTA  
 AATATAGAAGGAATTTAACTTGACTAGAC  
 GACCTGGCATGAGCTTAACTTGACTAGAC

## A150, Sγ3 bait, Sγ3/Sε junction

#19954 (0nt)  
 Sγ3 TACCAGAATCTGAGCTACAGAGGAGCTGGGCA  
 Sγ3/Sε TACCAGAATCTG CTGTGCTGCCCTGGGCTGGT  
 Sε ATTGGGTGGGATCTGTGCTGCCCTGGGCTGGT

#22554 (1nt)  
 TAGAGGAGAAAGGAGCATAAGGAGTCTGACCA  
 TAGAGGAGAAAGG CTAGGGGCAGTGAGTGAGC  
 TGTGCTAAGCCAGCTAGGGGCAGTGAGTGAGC

#25002 (2nt)  
 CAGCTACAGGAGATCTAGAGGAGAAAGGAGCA  
 CAGCTACAGGAGAT GGGTTGGTCTGGTCTGGA  
 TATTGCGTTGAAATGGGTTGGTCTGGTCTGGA

#11624 (3nt)  
 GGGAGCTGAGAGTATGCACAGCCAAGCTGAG  
 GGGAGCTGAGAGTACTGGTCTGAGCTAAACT  
 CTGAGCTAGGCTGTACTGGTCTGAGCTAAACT

#31957 (3nt) (mutations underlined)  
 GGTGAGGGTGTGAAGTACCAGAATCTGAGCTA  
 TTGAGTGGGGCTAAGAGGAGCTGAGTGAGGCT

#28589 (4nt)  
 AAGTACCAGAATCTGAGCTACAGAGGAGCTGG  
 AAGTACCAGAATCTGA ACTGGCCTGGTCTGGG  
 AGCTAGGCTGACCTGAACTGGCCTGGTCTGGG

#1146 (5nt)  
 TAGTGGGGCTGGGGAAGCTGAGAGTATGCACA  
 TAGTGGGGCTGGGGAAG TGTGAGCTAGACTGA  
 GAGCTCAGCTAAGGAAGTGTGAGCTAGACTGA

#27785 (6nt) (\* 33 nt deletion)  
 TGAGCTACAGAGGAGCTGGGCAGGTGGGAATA  
 TGAGCTACAGAGGAGCTGA ACTAAACT CTGA  
 CTGTGCTGTGCTGAGCTGA ACTAAACTGAGCT

$\alpha$ CD40+TGF $\beta$  stimulation

A

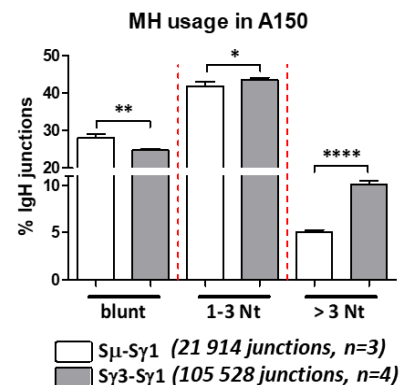

B

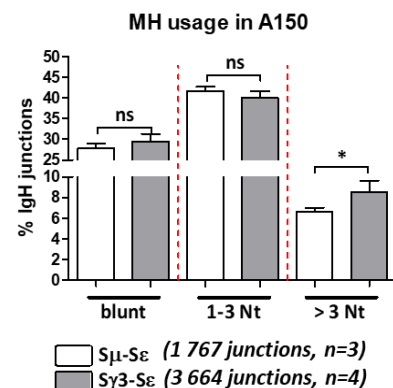

C

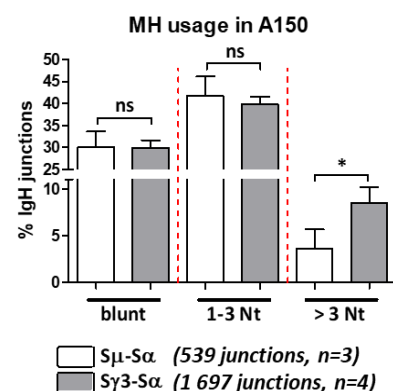

D

**A150, Sμ bait, Sμ/Sα junction**

#211 (0nt)  
 Sμ CTTAAGCAGAAAAATTTAGATAAAATGGAT  
 Sμ/Sα CTTAAGCAGAAAAATAGTAGGCTGGGCTGG  
 Sα CTGAGCTAGGCTGGAGTAGGCTGGGCTGG

#352 (0nt)  
 TAAGAAGGCAATCCTGGGATTCTGGAAGA  
 TAAGAAGGCAATCCGATAAACTAAGCTGG  
 CTGGGATGGACTAGGATAAACTAAGCTGG

#487 (0nt)  
 TAGAAGGAATTTAAATTGGAAGCTAATTT  
 TAGAAGGAATTTATGGGTTAGGCTGAGT  
 GGGCTGGTGTGAGCTGGGTTAGGCTGAGT

#3068 (0nt)  
 TATAGAAGGAATTTAAATTGGAAGCTAAT  
 TATAGAAGGAATTTGGGCTAATCTGGGAT  
 GACTGGTCTGAGGCGGGCTAATCTGGGAT

#65 (1nt)  
 TTAATATAGAAGGAATTTAAATTGGAAGC  
 TTAATATAGAAGGAAGGTTGGGCTGGGCT  
 AGCTAGGCTGGAATAGGTTGGGCTGGGCT

#283 (1nt)  
 GAAGCTAATTTAGAAATCAGTAAGGAGGGA  
 GAAGCTAATTTAGAAACTAGTATAAACTT  
 GCTGGGTTGAGCTGAAC TAGTATAAACTT

#619 (1nt) (mutation underlined)  
 AGAAAAATTTAGATAAAATGGATACCTCAG  
 AGAAAAATTTAGATAATGAGTTGAGCTAGG  
 TGGAATGAGCTAGGATGAGCTGAGCTAGG

#1313 (3nt)  
 TTAAGCAGAAAAATTTAGATAAAATGGATA  
 TTAAGCAGAAAAATTTAGGTTGGTCTGAGC  
 GGGCTGGTGTGTGCTAGGTTGGTCTGAGC

**A150, Sγ3 bait, Sγ3/Sα junction**

#1490 (0nt)  
 Sγ3 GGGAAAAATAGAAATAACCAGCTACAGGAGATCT  
 Sγ3/Sα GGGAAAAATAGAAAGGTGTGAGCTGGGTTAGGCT  
 Sα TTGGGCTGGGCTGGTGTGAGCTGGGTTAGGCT

#7261 (1nt)  
 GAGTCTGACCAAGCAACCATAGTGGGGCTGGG  
 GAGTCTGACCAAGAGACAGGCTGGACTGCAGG  
 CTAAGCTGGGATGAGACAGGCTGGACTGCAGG

#1355 (1nt)  
 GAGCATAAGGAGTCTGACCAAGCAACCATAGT  
 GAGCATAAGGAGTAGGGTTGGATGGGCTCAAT  
 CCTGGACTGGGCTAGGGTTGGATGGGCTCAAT

#2240 (2nt)  
 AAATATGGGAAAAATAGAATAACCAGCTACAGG  
 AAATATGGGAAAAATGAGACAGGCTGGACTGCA  
 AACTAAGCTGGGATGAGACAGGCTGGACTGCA

#3002 (2nt)  
 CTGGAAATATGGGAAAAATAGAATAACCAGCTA  
 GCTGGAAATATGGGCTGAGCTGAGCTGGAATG  
 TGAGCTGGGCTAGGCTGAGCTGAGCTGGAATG

#3674 (3nt) (mutation underlined)  
 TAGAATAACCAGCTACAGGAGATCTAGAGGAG  
 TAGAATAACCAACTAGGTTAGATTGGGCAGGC  
 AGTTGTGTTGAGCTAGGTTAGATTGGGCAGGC

#1776 (5nt)  
 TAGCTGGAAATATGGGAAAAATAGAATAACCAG  
 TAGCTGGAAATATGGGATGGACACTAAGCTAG  
 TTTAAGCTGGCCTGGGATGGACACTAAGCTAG

#5319 (5nt) (mutations underlined)  
 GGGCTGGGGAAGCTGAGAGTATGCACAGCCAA  
 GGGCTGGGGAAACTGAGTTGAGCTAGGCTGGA  
 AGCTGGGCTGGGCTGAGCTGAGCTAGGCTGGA

Suppl. Fig. 8

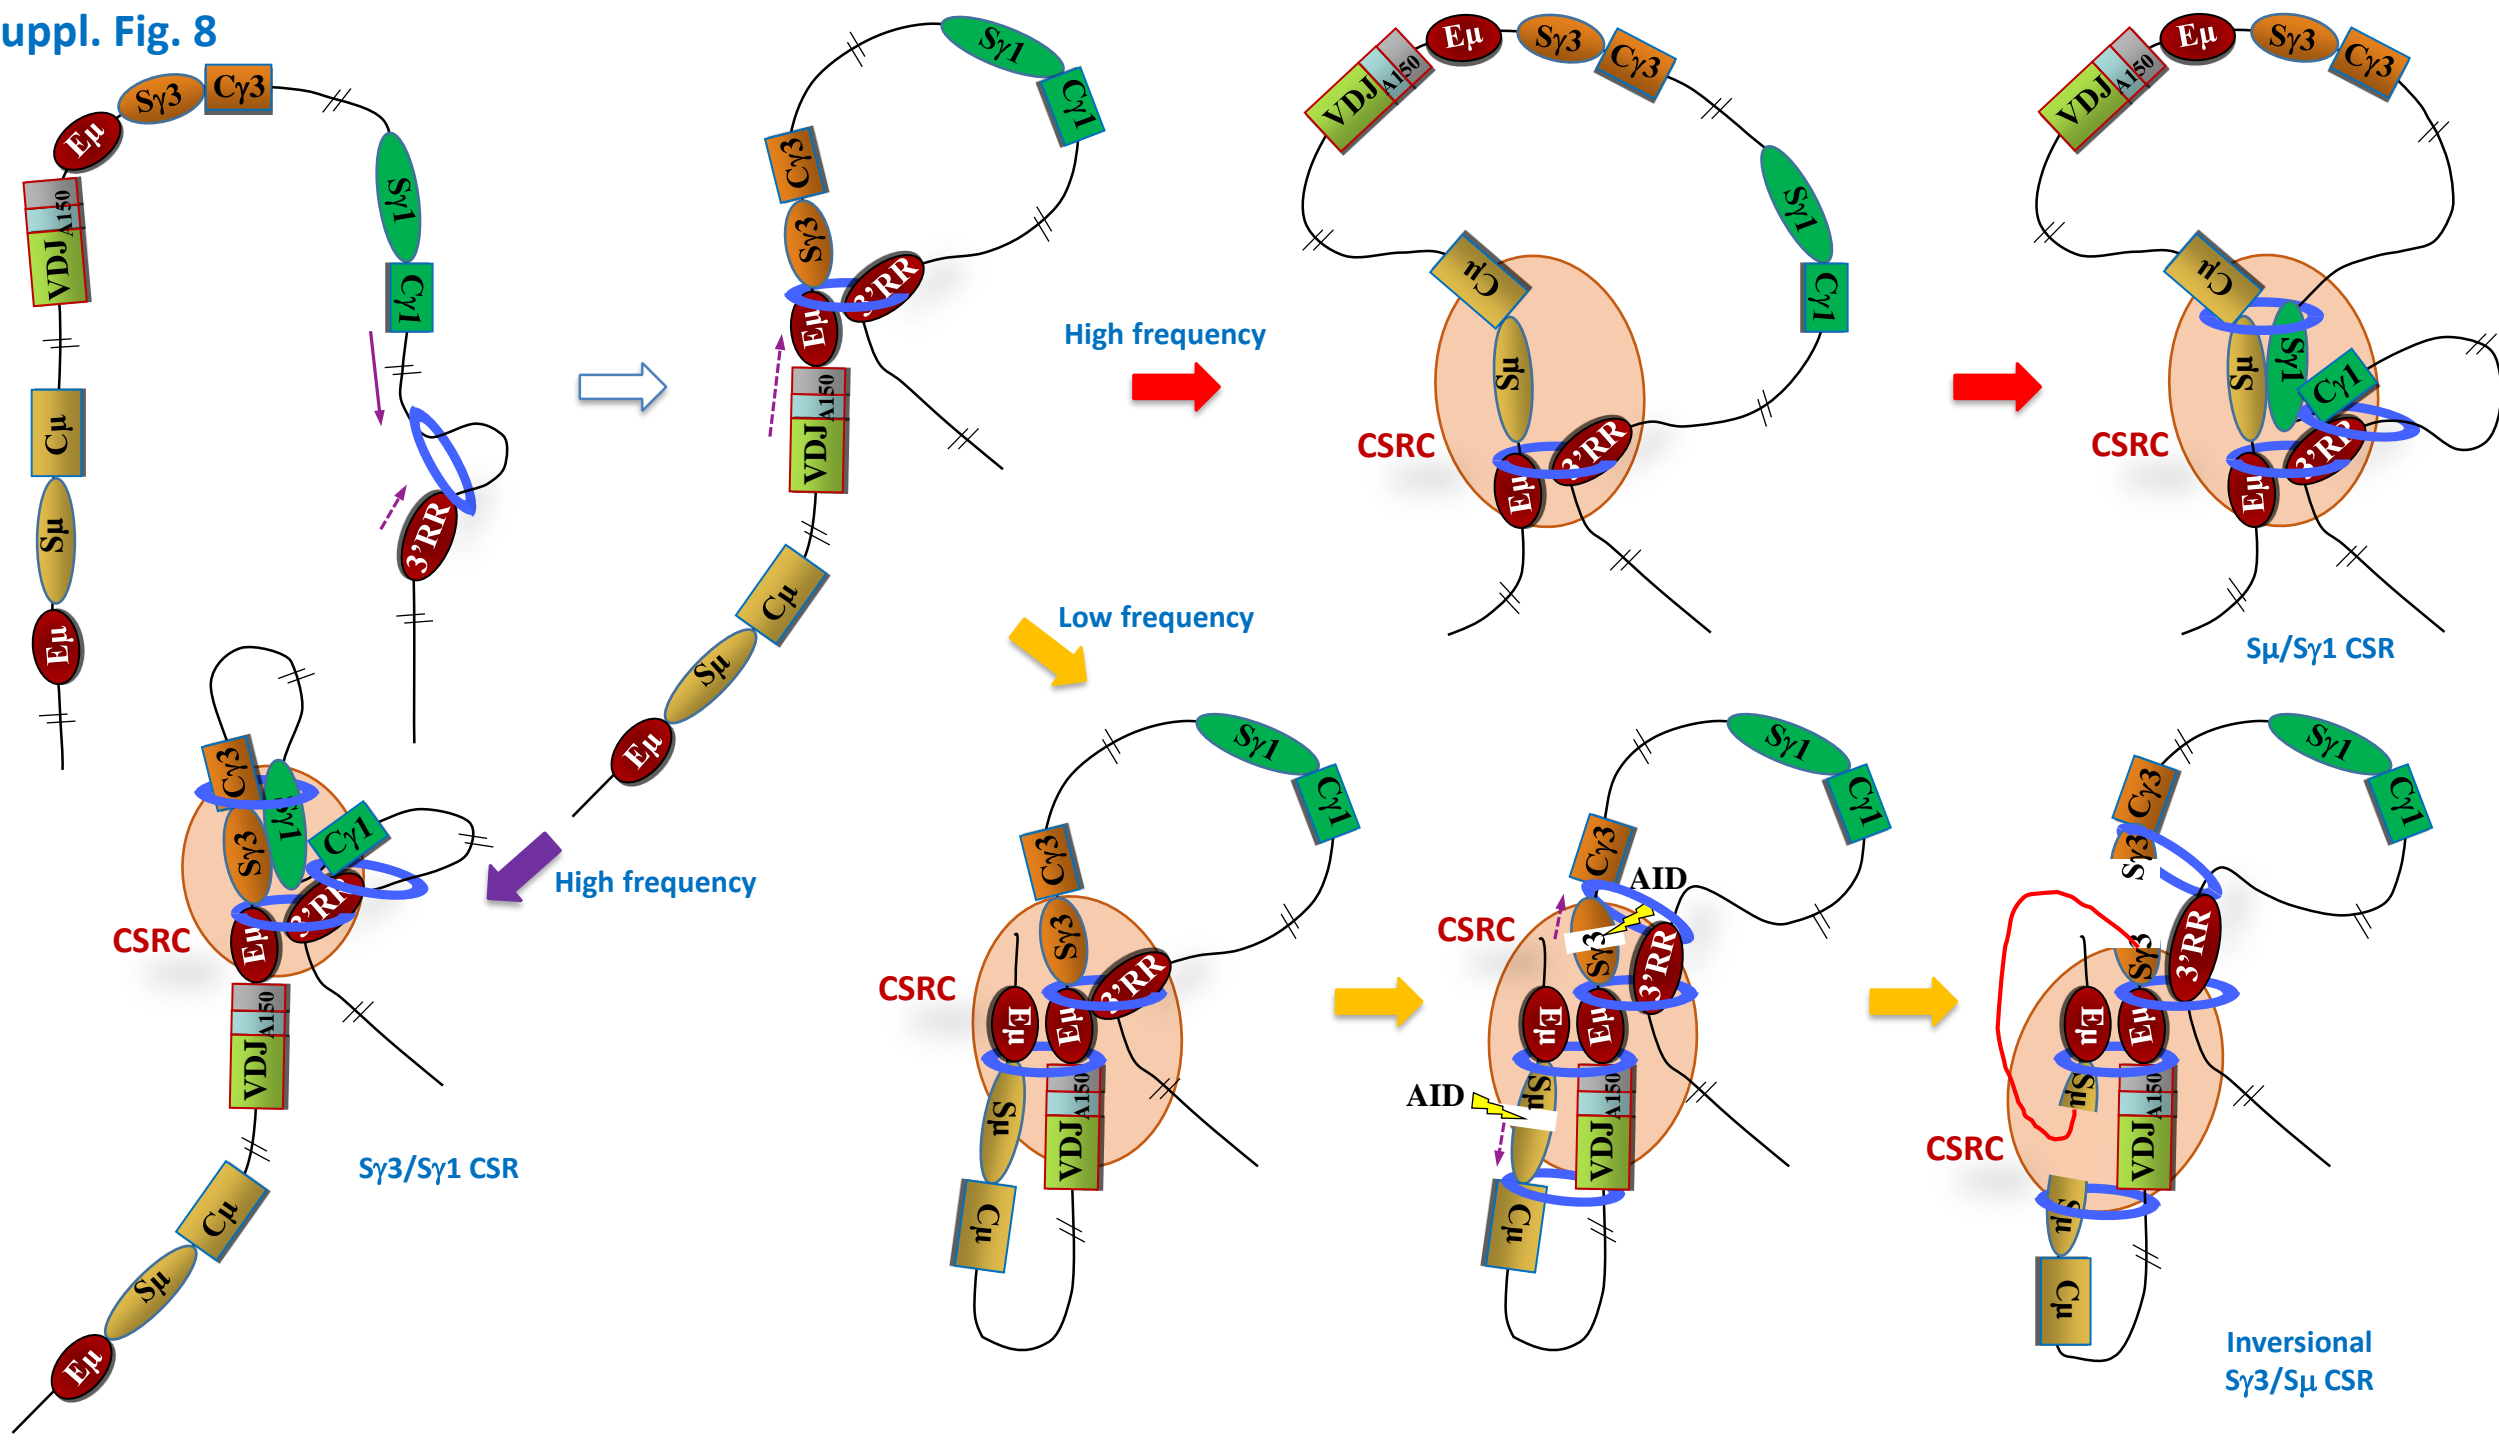

**Supplement:** Supplementary Figure 1 — FACS analysis of A150 resting splenic B cells. (A) The top scheme indicates the structure of the A150 allele where Iγ3 promoter was replaced by a PVH-VDJ-Eµ cassette. (B) CD43-negatively sorted splenic B cells were stained with anti-B220 and either anti-IgM or anti-IgG3. The vast majority (>98%) of A150 resting B cells express surface IgG3 (n = 3).

How the deposited data were processed for this re-analysis (not part of the article)

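CSR-HTGTS junctions were analysed from 26 libraries of splenic B cells from WT and A150 mice, prepared with the Sµ or the Sγ3 bait following either anti-CD40+TGF-β or anti-CD40+IL4 stimulation. Each combination of genotype, bait and stimulation had 3 libraries, except that A150 had 4 with the Sµ bait for anti-CD40+IL4 and 4 with the Sγ3 bait for anti-CD40+TGF-β. The authors deposited a table for each library that lists its bait-prey junctions, with the positions and strands of both alignments on the genome and on the read, and filter marks. The unit of these tables is therefore the single junction, and no normalization was applied to them. The paper states that the DNA was processed as in a cited protocol, and it names neither the aligner and its version nor the genome build. None of the listed junctions carried the marks for unaligned reads, bait-only reads, low frequency, the break site or repeat sequence, whereas junctions marked for low mapping quality or as duplicates were kept. Together the tables held 777800 junctions. Of these, 380580 were marked for low mapping quality, 380579 of them in Sγ1, and 122505 were also marked as duplicates. A second or later junction of the same read accounted for 3339. All of these were counted.

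IgH junctions were those on chromosome 12 from 114450000 to 114700000, 616341 in all. S regions were delimited from the pooled density of junctions in bins of 1000 bp, without regard to genotype, bait or stimulation, at the lowest density between neighbouring peaks. A peak was the highest bin within 8 kb on either side, a window that was set, as was a rule for ties, once the pooled density had been seen. Besides the regions named at the results, Sγ2b extended from 114539000 to 114557999 and Sγ2a from 114522000 to 114538999. Shares are percentages of a library's IgH junctions, with prey orientation separating deletions from inversions. ISDs are deletions in the S region of the bait. MH is the number of read bases that belong to both alignments, with 0 for a direct join and a gap for an insertion. CSR junctions were scored for MH in both orientations, and ISDs as deletions only. Shares were described for Sµ, Sγ3, Sγ1, Sγ2b, Sγ2a, Sε and Sα, and MH classes for joins to Sγ1, Sε and Sα and for ISDs. Outside IgH, junctions were described for the 3 bins of 1 Mb with the most junctions. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

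Depth differed widely between the groups. The A150 groups held 100525 IgH junctions with the Sµ bait and 250154 with the Sγ3 bait for anti-CD40+IL4, and 29302 and 164959 for anti-CD40+TGF-β. WT libraries with the Sµ bait held 53933 and 17106, respectively. WT libraries with the Sγ3 bait held 256 and 106, from 31 to 102 per library. A share carried by 3 junctions is 0.00311% in the deepest library and 9.68% in the shallowest. Wilson intervals at 95% were computed for the share of each library, and errors in the text are SDs between libraries. No difference between groups was tested on pooled junctions, because libraries are the replicates.

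Each library gave a single value per measure. A150 libraries with the Sγ3 bait were compared with A150 libraries with the Sµ bait within a stimulation, by 2-sided exact permutation tests of the difference in means over 35 splits. Tests over both stimulations permuted bait labels within each, over 1225 arrangements. The change of a bait difference between the stimulations was tested over the same arrangements, with Benjamini-Hochberg adjustment over 9 tests. WT and A150 libraries with the Sµ bait were compared over 700 arrangements, and WT baits over 400. The change of the A150-WT difference between the stimulations was tested over 700 arrangements, with adjustment over 6 tests. Counting error within a group was tested with 100000 permutations of the junctions among its libraries. The threshold was 0.05.

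Several choices were varied in turn. These were core windows that end at 5% of the peak density, identical junctions counted once, junctions pooled over libraries, same-numbered libraries paired with exact sign-flip tests, each library left out, MH percentages without insertions, MH of deletions only, a threshold of >4 bp, alignments of at least 30 prey and 50 bait bases, all junctions of the genome as the denominator, and ISDs over 200 bp only. The other 4 alternatives were chosen after seeing the data. They left out junctions marked for low mapping quality, left out junctions marked as duplicates, kept only ISDs with the prey downstream of the bait break, or counted MH in a sequence rebuilt from the mismatch-free alignments. The rebuilt sequence covered 85399 positions, and 96.7% of 421917 junctions had the same MH in it. Of 45006 junctions with MH >3 bp, 84.6% had MH >3 bp in it. Chance homology was estimated by re-pairing bait and prey ends of junctions without insertions at random within a library and acceptor, 200 times.

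The procedure was tested on simulated data. In 14 simulated libraries of 20000 junctions around well-separated peaks, all 112 percentages, of regions and of MH >3 bp, were recovered to within rounding error. Of 2000 comparisons without a difference, 2.30% passed the threshold, and 2000 homologies planted in a random sequence were recovered. Bounds between overlapping peaks and homology within tandem repeats were not tested in this way. Among 30 pairs of libraries of the same group, from 0.987% to 16.1% of the distinct junctions of the smaller library were shared, and no pair was treated as a single library. Transcript, ChIP and flow cytometry data were not analysed here. In WT libraries with the Sγ3 bait, MH is given for ISDs and Sγ1 only.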

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

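The test of template switching was fixed before its result was seen, whereas the tests of duplicates, counting error, a genotype difference that depends on the stimulation, low mapping quality and the choice of the denominator in this part were chosen only after the result was seen.

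In 47 groups of 4 libraries, 4 values lay far from the other 3, where chance alone would give 2.35. They concern Sε in each case. A150 library 1 with the Sµ bait and anti-CD40+IL4 had a deletional Sε share of 10.9%, against 14.2% to 14.5% in the others, and an inversional Sε share of 0.743%, against 1.12% to 1.15%. Duplicate-marked junctions lie in Sγ1 and enlarge the denominator. Without them, the gap in the deletional share fell from 3.28 to 1.53 points, or 46.6% of its size, so more duplicates in that library may account for part of the gap. The inversional gap was not tested separately. Library 2 of the same group had MH of 2 bp in 11.2% of its Sε junctions, against 12.17% to 12.34% in the others. The 4 libraries, with 2885 to 5526 Sε junctions each, did not differ detectably beyond counting error (permutation test of homogeneity, p = 0.343). A150 library 4 with the Sγ3 bait and anti-CD40+TGF-β had MH >3 bp in 10.2% of its Sε junctions, against 7.72% to 8.08% in the others. These 4 libraries, with 725 to 1038 Sε junctions each, did not either (permutation test of homogeneity, p = 0.181). Counting error may explain both values, but these tests were run because of them, spread the departure of 1 library over 4 and take copies of a junction as independent, so they do not show that it is enough. The libraries of a group share their condition, so no biological explanation was tested.

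The effect of the bait on the deletional Sγ1 share was −2.71 points with anti-CD40+IL4, where 2 of 3 Sγ3-bait libraries lay below every Sµ-bait library, and −11.5 points with anti-CD40+TGF-β, where 4 of 4 did. The difference between these effects was −8.82 points (exact permutation test over 1225 arrangements, p = 0.0114), and it did not pass after Benjamini-Hochberg adjustment over 9 tests (adjusted p = 0.103). Leaving out junctions of low mapping quality kept 39.1% of it. As each Sγ1 share shrinks without them, that fall does not decide whether these junctions contribute. With ISDs left out of the denominator, 81.0% was left, which lies between the limits set for this test. With all junctions of the genome as the denominator, the effect of the bait was −0.710 points with anti-CD40+IL4 and 4.50 points with anti-CD40+TGF-β. The difference between them changed sign, to 5.21 points, or −59.1% of its size, so it depends on the choice of the denominator. The pattern is not shown to be an effect of the stimulation.

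With the Sµ bait, MH >3 bp at Sγ1 differed between A150 and WT in opposite directions in the stimulations. A150 minus WT was 0.707 points with anti-CD40+IL4, with 4 of 4 A150 libraries above every WT library (exact permutation test, p = 0.0571). It was −0.584 points with anti-CD40+TGF-β, with 3 of 3 below every WT library (exact permutation test, p = 0.1, the smallest possible). The difference between the stimulations, −1.29 points, did not pass its test (exact permutation test over 700 arrangements, p = 0.0843, or 0.234 after Benjamini-Hochberg adjustment over 6 tests). With junctions of low mapping quality left out it was −1.22 points, or 94.8% of its size, which goes against these junctions as its source. An effect of genotype that depends on the stimulation was not detected by this test, and no other explanation was tested.

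Deletional joins to Sγ2b, on which the paper does not report, were found following anti-CD40+TGF-β stimulation. They made up 0.348% ± 0.00929 (SD, n = 3) of the A150 IgH junctions with the Sµ bait, from 102 joins, and 0.207% ± 0.0307 (SD, n = 4) with the Sγ3 bait, from 338 joins. In the shallowest of these libraries, 3 junctions make up 0.0363%. With anti-CD40+IL4 the shares were 0.00843% and 0.00692%, and in WT with the Sµ bait and anti-CD40+TGF-β the share was 0.131% ± 0.0490 (SD, n = 3). These comparisons were not tested. All junctions of low mapping quality but 1 lie in Sγ1, so they are not among these joins but do enter the denominator. Under the alternatives, the A150 shares ranged from 0.2003% to 1.03% with the Sµ bait and from 0.162% to 0.447% with the Sγ3 bait, and the upper ends were reached by leaving these junctions out. The stimulation may account for these joins, but reads shared with other S regions were not tested, so this is a hypothesis.

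The paper does not report on WT libraries with the Sγ3 bait. In them, deletions within Sγ3 made up 44.5% ± 4.80 (SD, n = 3) of the IgH junctions with anti-CD40+IL4, from 113 joins, and 59.0% ± 7.19 (SD, n = 3) with anti-CD40+TGF-β, from 62 joins. Over both stimulations, their share was 44.2 points above the ISD share with the Sµ bait in WT, in 6 of 6 libraries (exact permutation test over 400 arrangements, p = 0.005, the smallest they allow). The denominator is small, as 2.38% and 0.311% of all junctions lay in IgH. Template switching between repeats during amplification was tested through long MH. Of 72 WT ISDs with MH >3 bp, 10 had MH >10 bp, or 13.9%, against 7.13% in A150. The 10 are copies of 7 distinct junctions, and the 95% interval, from 7.72% to 23.7%, takes them as independent. With anti-CD40+TGF-β alone the interval, from 3.58% to 26.4%, includes the 6.87% of A150. The share is short of the level set for template switching, and whether it exceeds that of A150 is not settled. The test counts MH >10 bp only and leaves out 6 to 10 bp, where WT ISDs exceeded those of A150 as well. With anti-CD40+IL4, MH of 10 bp was present in 6.82% of the WT ISDs, from 8 joins, and in 0.266% of the A150 ISDs. Falling short of the level therefore decides little. The joins cannot be told apart from such products, and that Sγ3 is broken at a low rate in WT cells remains a hypothesis.

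The WT libraries with the Sµ bait, which the paper does not analyse either, differed from A150 in their acceptors. The deletional Sγ1 share was 76.4% ± 0.810 (SD, n = 3) in WT with anti-CD40+IL4 and 77.5% ± 0.128 (SD, n = 3) with anti-CD40+TGF-β. A150 minus WT was −13.7 points over both stimulations, and 7 of 7 A150 libraries lay below WT (exact permutation test over 700 arrangements, p = 0.00143, the smallest they allow). The deletional Sε share was 6.30% ± 0.687 (SD, n = 3) and 1.63% ± 0.152 (SD, n = 3) in WT. A150 minus WT was 5.59 points, with 7 of 7 A150 libraries above WT (exact permutation test, p = 0.00143). With same-numbered libraries paired, the differences were −13.3 and 5.41 points (exact sign-flip tests, p = 0.0312). With junctions of low mapping quality left out, 93.3% of the Sγ1 difference in points was left. As the Sγ1 shares of both genotypes shrink without them, this does not exclude that these junctions contribute. With all junctions of the genome as the denominator, the Sγ1 difference was −5.29 points and did not pass (exact permutation test, p = 0.124), while the Sε difference was 4.54 points. Genotype may account for both, but the shares have a common denominator and a change in joins to Sγ1 moves the Sε share.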

How the results depend on the processing

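Of the alternatives, 10 were set before the data were examined, besides leaving out each library. The other 4 were chosen after seeing the data. They leave out junctions marked for low mapping quality, leave out junctions marked as duplicates, keep only ISDs with the prey downstream of the break, or take MH from the rebuilt sequence. All those set beforehand were run. Pooled junctions have no test. Leaving out low mapping quality cannot move MH at Sε, Sα or in ISDs. Differences are in points, Sγ3 bait minus Sµ bait unless WT is named.

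Under every alternative other than pairing and leaving out a library, 14 of the 34 main results kept their direction and their side of the threshold. They are MH >3 bp at Sγ1 and in ISDs with either stimulation and at Sε with anti-CD40+IL4, the MH >3 bp results over both stimulations, 0-3 bp MH in ISDs and the deletional Sγ1 share with anti-CD40+IL4, the ISD share with anti-CD40+TGF-β, and the deletional Sε share with either stimulation and against WT. Among these, MH >3 bp at Sγ1 ranged from 2.56 to 6.30 with anti-CD40+IL4 and from 2.49 to 6.78 with anti-CD40+TGF-β, Sε from 2.37 to 5.03, and ISDs from 3.25 to 5.02 and from 2.12 to 4.35. A threshold of >4 bp counts fewer junctions with either bait, which by itself can lower a difference in points. Of 14 other tested results, 8 kept both. The main results came to 251 values that stayed, 24 weaker, 11 stronger and 20 reversed. Of the 251, 34 came from pooled junctions, where only the direction could be kept. The other results came to 214 values that stayed, 82 that moved, 11 weaker, 3 stronger and 4 reversed. Pooled junctions gave 42 of the 214. These totals include pairing but not the fits that each left out a library, in which 181 values of the main results kept both, 100 were weaker and 14 reversed. The cause of each change below was not tested.

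Pairing same-numbered libraries leaves 3 pairs per stimulation, so that no exact sign-flip p falls below 0.25, and the loss of the threshold is fixed by the design. The paired MH >3 bp differences with anti-CD40+IL4 were 4.91 at Sγ1, 3.80 at Sε and 4.07 in ISDs. With anti-CD40+TGF-β they were 5.10 at Sγ1, 1.34 at Sε, 5.50 at Sα and 3.44 in ISDs. With anti-CD40+IL4, the others that no longer passed were −2.07 for 0-3 bp MH in ISDs, −8.02 for the Sε share, −3.28 for direct joins and 2.25 for MH of 2 bp at Sγ1. With anti-CD40+TGF-β, they were 4.99 for the ISD share, −12.6 for the Sγ1 share and −4.09 for the Sε share. A150 minus WT for MH >3 bp at Sε, with 6 pairs, was 1.36 (exact sign-flip test, p = 0.0625). Pairing reversed the share of the other S regions with anti-CD40+IL4, to −0.239, and the ISD share of A150 minus WT, to −0.0476.

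The class of 0-3 bp MH at Sγ1 with anti-CD40+IL4 reversed with identical junctions counted once (0.709), longer alignments (0.380), no low-mapping-quality junctions (0.790), no duplicates (0.773) and the rebuilt sequence (0.358). Without insertions, 0-3 bp MH passed at Sγ1 (−5.71) and Sε (−4.63) with anti-CD40+IL4 and at Sγ1 (−6.16), Sα (−6.11) and in ISDs (−3.94) with anti-CD40+TGF-β, while it reversed at Sε, to −2.25. MH >3 bp at Sε with anti-CD40+TGF-β no longer passed with identical junctions counted once (1.90), without insertions (2.25) or in the rebuilt sequence (1.86; exact permutation tests, p = 0.0571), and at Sα it did not with a threshold of >4 bp (2.27). Direct joins in ISDs with anti-CD40+TGF-β reversed without insertions (−1.16) and with longer alignments (−0.912). The rebuilt sequence reversed direct joins at Sε with anti-CD40+IL4 (0.112) and 0-3 bp MH in ISDs with anti-CD40+TGF-β (0.0564).

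Without low-mapping-quality junctions, the ISD share (−0.834) and inversional Sγ1 share (1.26) with anti-CD40+IL4 reversed, as did the share of the other S regions with anti-CD40+TGF-β (1.18). Direct joins (−1.27) and MH of 2 bp (3.24) at Sγ1 with anti-CD40+IL4 no longer passed, whereas MH of 1 bp there (−3.16), the other S regions with anti-CD40+IL4 (4.08) and 0-3 bp MH at Sγ1 with anti-CD40+TGF-β (−2.23) did. The other S regions with anti-CD40+TGF-β also passed with identical junctions counted once (−3.86) and without duplicates (−4.07), and reversed with all junctions of the genome as the denominator (15.7), as did the deletional Sγ1 share (4.50).

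For A150 minus WT, MH >3 bp at Sγ1 reversed with the threshold of >4 bp (−0.0870), longer alignments (−0.0582) and no low-mapping-quality junctions (−0.185). At Sε it no longer passed with longer alignments (1.51) or the rebuilt sequence (0.8245), and in ISDs it reversed with the rebuilt sequence (−0.289) and with the prey downstream (−0.0496). The ISD share reversed in core windows (−0.0248) and without low-mapping-quality junctions (−10.4), and passed with all junctions as the denominator (1.03). With that denominator the Sγ1 share no longer passed (−5.29).

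Leaving out a library leaves designs in which no exact permutation p falls below 0.0667 or 0.1 within a stimulation, so the loss of the threshold is fixed there too. MH >3 bp with anti-CD40+IL4 ranged from 4.71 to 4.91 at Sγ1, 3.60 to 3.81 at Sε and 3.78 to 4.41 in ISDs. With anti-CD40+TGF-β it ranged from 4.84 to 5.20 at Sγ1, 1.34 to 2.17 at Sε, 4.13 to 6.09 at Sα and 3.01 to 3.59 in ISDs. For 0-3 bp MH the ranges were −0.605 to 0.251 at Sγ1 and −2.46 to −1.74 in ISDs with anti-CD40+IL4, and −0.637 to 1.31 at Sε and −0.866 to 0.0339 in ISDs with anti-CD40+TGF-β. With anti-CD40+IL4, the Sε share ranged from −9.21 to −8.02 and the other S regions from −0.301 to 0.725. The deletional Sγ1 share ranged from −4.09 to −1.13 and the ISD share from 0.351 to 1.23 with this stimulation. Direct joins and MH of 2 bp at Sγ1 ranged from −3.82 to −3.28 and from 2.05 to 2.42. With anti-CD40+TGF-β, the ISD share ranged from 4.27 to 4.99, the Sγ1 share from −12.6 to −10.8, the Sε share from −4.54 to −3.64 and direct joins in ISDs from −0.206 to 0.385. For A150 minus WT, MH >3 bp ranged from −0.0332 to 0.145 at Sγ1, 0.957 to 1.72 at Sε and −0.0707 to 0.318 in ISDs, and the ISD share from −0.0476 to 0.374. The result at Sε did not pass with every library left out (highest exact permutation p = 0.0571). This loss is not fixed by the design, which spans both stimulations.

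Depth limits Sα with anti-CD40+TGF-β, where 541 Sµ-bait junctions include 21 with MH >3 bp, and the WT libraries with the Sγ3 bait, where no S region other than Sγ3 and Sγ1 holds more than 9 junctions of an orientation per stimulation.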

Differences from the paper's values

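Of 20 values compared with the paper's, 13 shares and 7 ratios, 1 differed by more than 1.5-fold and by more than the spread of the libraries with the main processing. For MH >3 bp at Sε with anti-CD40+TGF-β, the ratio of the Sγ3 bait to the Sµ bait was 1.29, against the paper's 2, which is given for all acceptors and both stimulations together. The ratio was within 1.5-fold of the paper's for 3 alternatives set before the data were examined. These are deletions only (1.48), MH above 4 bp (1.43) and longer alignments only (1.45), and none of the 3 reached 2. It was not within that limit with core windows (1.27), identical junctions counted once (1.29), no insertions (1.26), pooled junctions (1.31), same-numbered pairs (1.20) or any library left out (1.20 to 1.33). With identical junctions counted once, shares of the Sµ bait with anti-CD40+IL4 differed as well. ISDs were 9.21% against the paper's 6%, and deletional Sε joins 17.1% against 11%. Inversions were 2.71% against 1.8% in Sµ, 3.35% against 2.2% in Sγ3 and 1.33% against 0.8% in Sε. The ratio at Sα with anti-CD40+TGF-β differed when Sµ-bait library 1 was left out (3.51).

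Some statements of the paper carry no number. The paper states that internal deletions in Sγ3 and Sµ are comparable in efficiency, whereas with anti-CD40+TGF-β the ISD share was 8.26% with the Sµ bait and 12.8% with the Sγ3 bait (exact permutation test, p = 0.0286). With anti-CD40+IL4, the shares were 7.19% and 7.92% (exact permutation test, p = 0.343). The paper states that no inversions were detected within Sγ3, whereas 2871 junctions with the Sγ3 bait and anti-CD40+IL4, or 1.14% of the IgH junctions, lay within Sγ3 in the inversional orientation. The paper describes an MH profile at Sε that is on the whole like that at Sγ1 with anti-CD40+IL4. With all junctions counted, MH of 1 bp differed by −3.59 points at Sε (exact permutation test, p = 0.0286). Direct joins differed by −0.293 points there against −3.46 points at Sγ1. Without the junctions marked for low mapping quality, direct joins at Sγ1 differed by −1.27 points (exact permutation test, p = 0.171). MH of 1 bp at Sγ1 then passed its test. Under the alternatives without pairing, direct joins at Sε ranged from −1.65 to 0.112 points. The contrast between the acceptors thus depends on the processing.

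The junction totals printed in Figure 2 for anti-CD40+IL4 are larger than the totals in the tables, which are 100525 with the Sµ bait and 250154 with the Sγ3 bait. Those in Figure 3 for anti-CD40+TGF-β equal the tables, at 29302 and 164959.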

Other observations

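The tests of how far chance homology is used, of low mapping quality in Sγ1, and of whether A150 and WT differ in another way with the other stimulation, were chosen only after the result was seen, whereas the tests of the re-paired difference, repeated copies, products outside IgH and AGCT motifs in this part were fixed beforehand.

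A hypothesis for the higher MH >3 bp with the Sγ3 bait is that the sequence next to this bait offers more chance homology to the prey ends. Bait and prey ends of junctions without insertions were re-paired at random within each library and acceptor. Re-paired ends had MH >3 bp more often with the Sγ3 bait in 7 of 7 comparisons, 1.58 to 2.08 times as often as with the Sµ bait. The ratio ranged from 1.253 to 2.07 when ends of direct joins alone were re-paired. The mean re-paired difference was 1.46 points against 4.35 points observed, or 33.6%, and from 20.0% to 49.1% in single comparisons. The observed values of this test differ from those given above for junctions without insertions. At Sγ1 with anti-CD40+IL4 the observed difference was 4.93 points here, while 0-3 bp MH differed by −5.71 points there. The percentage lies between the limits set for the test, so it leaves the hypothesis undecided. It is also low wherever observed MH exceeds the re-paired level with both baits, so it cannot size the contribution of chance homology. On the ratio scale, observed MH >3 bp was on average 2.96 times the re-paired level with the Sµ bait and 2.99 times with the Sγ3 bait, a quotient of 1.01. It was higher with the Sγ3 bait in 2 of 7 comparisons, and no comparison passed (exact permutation tests, p from 0.0571 to 0.743). The number of re-pairings was raised from 20 to 200 after the first results were seen. In 4 of 10 blocks of 20 re-pairings, 1 comparison passed, so this test is undecided as well. The higher MH usage may thus come from homology on offer, and the data do not show how much of it does. They cannot tell this apart from a different use of that homology.

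Repeated copies of a few amplified junctions are another technical explanation for the same difference. With identical junctions counted once, 83.3% of the Sγ1 difference over both stimulations was left, which is short of the level set to exclude it and above the level set to accept it. The difference still passed with this setting (exact permutation test over 1225 arrangements, p = 0.000816), so copies do not fully explain it.

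The median distance of a bait-side break from the start of the bait alignment was 85 bp with the Sµ bait and 83 bp with the Sγ3 bait. The stretch in which they fell held 1 AGCT motif in 300 bp and 33.7% G or C for Sµ, and 6 AGCT motifs in 202 bp and 49.0% G or C for Sγ3, 4 of them where breaks were seen. Of the direct joins, 4.93% broke at an AGCT with the Sµ bait and 19.3% with the Sγ3 bait. Breaks per base were 1.55 times as frequent at AGCT as beside it with the Sγ3 bait, and 1.57 times with the Sµ bait. The Sγ3 value lies between the limits set for the test, so breaks at AGCT may or may not shape the break pattern.

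Without the junctions marked for low mapping quality, the deletional Sγ1 share of A150 libraries with the Sµ bait and anti-CD40+IL4 was 14.9% in place of 61.4%. Since these junctions lie in Sγ1, the fall is fixed in advance and does not tell whether they are misplaced. The large Sγ1 share cannot be told apart from an effect of keeping them.

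Outside IgH, 57642 junctions with the Sµ bait and 103817 with the Sγ3 bait were found. They fell on 11038 and 16730 distinct prey ends. Of the Sµ-bait junctions, 80.8% had a prey end that was also found with the Sγ3 bait, and in the other direction 79.4% did, which is in line with products that form whatever the bait. The bins of 1 Mb with the most junctions start at 137000000 on chromosome 5 (3319 junctions), at 137000000 on chromosome 7 (3268) and at 121000000 on chromosome 10 (2705), and each was present in all 8 groups. No biological explanation was tested.

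In WT and A150 libraries with the Sµ bait, MH >3 bp differed over both stimulations by 0.0613 points at Sγ1 (exact permutation test over 700 arrangements, p = 0.813), A150 minus WT, a mean of the opposite differences given above. In ISDs it differed by 0.127 points (exact permutation test, p = 0.72). At Sε it was 1.39 points higher in A150 (exact permutation test, p = 0.0157, unadjusted), mostly through anti-CD40+TGF-β. With anti-CD40+IL4 A150 minus WT was 0.434 points, with 0 of 4 A150 libraries above every WT library (exact permutation test, p = 0.314). With anti-CD40+TGF-β it was 2.35 points, with 3 of 3 above (exact permutation test, p = 0.1, the smallest possible), and WT held 12 such joins among 298. The ISD share differed by 0.150 points (exact permutation test, p = 0.807), which is also a mean of opposite differences. A150 minus WT was 1.71 points with anti-CD40+IL4, with 3 of 4 A150 libraries above every WT library (exact permutation test, p = 0.0857). It was −1.41 points with anti-CD40+TGF-β, with 3 of 3 below (exact permutation test, p = 0.1, the smallest possible). The difference between the stimulations was −3.12 points (exact permutation test over 700 arrangements, p = 0.117, or 0.234 after Benjamini-Hochberg adjustment over 6 tests). In WT libraries with the Sγ3 bait, MH >3 bp was present in 37.8% ± 4.39 (SD, n = 3) of the ISDs with anti-CD40+IL4 and 47.0% ± 13.9 (SD, n = 3) with anti-CD40+TGF-β. This is 36.1 points above the Sµ bait in WT over both stimulations (exact permutation test over 400 arrangements, p = 0.005). At Sγ1 in these libraries, MH >3 bp was present in 5.26% ± 4.84 (SD, n = 3) of 86 junctions with anti-CD40+IL4 and in none of 22 with anti-CD40+TGF-β. That is −2.22 points against the Sµ bait in WT (exact permutation test over 400 arrangements, p = 0.25), so a higher MH usage was not detectable there at this depth. The median deletion was 117 bp in the WT ISDs and 705 bp in the A150 ISDs of the same bait.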
